# Targeting colonic macrophages improves glycemic control in high-fat diet-induced obesity

**DOI:** 10.1038/s42003-022-03305-z

**Published:** 2022-04-19

**Authors:** Theresa V. Rohm, Lena Keller, Angela J. T. Bosch, Shefaa AlAsfoor, Zora Baumann, Amandine Thomas, Sophia J. Wiedemann, Laura Steiger, Elise Dalmas, Josua Wehner, Leila Rachid, Catherine Mooser, Bahtiyar Yilmaz, Nerea Fernandez Trigo, Annaise J. Jauch, Stephan Wueest, Daniel Konrad, Sandrine Henri, Jan H. Niess, Petr Hruz, Stephanie C. Ganal-Vonarburg, Julien Roux, Daniel T. Meier, Claudia Cavelti-Weder

**Keywords:** Metabolic syndrome, Type 2 diabetes, Obesity, Monocytes and macrophages, Mucosal immunology

## Abstract

The obesity epidemic continues to worsen worldwide. However, the mechanisms initiating glucose dysregulation in obesity remain poorly understood. We assessed the role that colonic macrophage subpopulations play in glucose homeostasis in mice fed a high-fat diet (HFD). Concurrent with glucose intolerance, pro-inflammatory/monocyte-derived colonic macrophages increased in mice fed a HFD. A link between macrophage numbers and glycemia was established by pharmacological dose-dependent ablation of macrophages. In particular, colon-specific macrophage depletion by intrarectal clodronate liposomes improved glucose tolerance, insulin sensitivity, and insulin secretion capacity. Colonic macrophage activation upon HFD was characterized by an interferon response and a change in mitochondrial metabolism, which converged in mTOR as a common regulator. Colon-specific mTOR inhibition reduced pro-inflammatory macrophages and ameliorated insulin secretion capacity, similar to colon-specific macrophage depletion, but did not affect insulin sensitivity. Thus, pharmacological targeting of colonic macrophages could become a potential therapy in obesity to improve glycemic control.

## Abstract (web summary)

Expansion of pro-inflammatory macrophages in the colon occurs early after high-fat diet initiation, prior to macrophage accumulation in the adipose tissue, in a microbiome-dependent fashion. Macrophage depletion systemically and/or exclusively in the colon improves glucose metabolism.

## Introduction

Glucose dysregulation and chronic low-grade inflammation are key features of metabolic disease. However, little is known about the initial events that lead to these metabolic disturbances in high-fat diet (HFD)-induced obesity. Since the gut is the primary organ exposed to food antigens and bacteria, the gastrointestinal tract could play a major role in triggering glucose intolerance and inflammation.

So far, altered gut microbiota known as dysbiosis has received particular attention in diet-induced obesity. Dysbiosis is believed to contribute to metabolic dysfunction, inter alia, via bile acid metabolism, production of short-chain fatty acids, and bacterial product leakage^1^. Accordingly, germ-free mice are protected from glucose intolerance and adiposity^2^. Gut immunity could be the missing link between dietary and microbial cues, and glucose homeostasis, as the gut constitutes the body’s largest immune system. Changes in adaptive gut immunity have already been described in mice fed a HFD. These changes include reduced Foxp3^+^ regulatory T cells and increased IFN-γ-producing Th1, CD8^+^, and IL-17-producing γδ T cells^3^. In terms of innate immunity, TLR4, TNF, and NFkB are known to be up-regulated in the gut upon HFD^4,5^. Additionally, an increased inflammatory tone of colonic macrophages has been reported to precede adipose tissue inflammation in obesity^6^. These observations suggest that gut innate immune cells, in particular macrophages, could play a crucial role in metabolic disease.

Macrophages are the most abundant leukocytes in the healthy gut^7^. However, intestinal macrophages are not a homogenous cell population; rather, they consist of five distinct subpopulations that follow a differentiation trajectory^8,9^. They originate from Ly6C^high^ monocyte precursors, which first differentiate into CCR2^+^ macrophages. These can be subdivided into pro-inflammatory subpopulations P1 and P2, and into an intermediate stage P3^10^. P3 macrophages are short-lived/non-mature transitional cells that gradually lose their pro-inflammatory phenotype to become CCR2^-^ anti-inflammatory/resident macrophages, which include subpopulations P4 and P5^8,9^. In the healthy gut, the majority of intestinal macrophages belong to the resident P5 subpopulation, which is characterized by distinct anergy towards typical pro-inflammatory stimuli, such as bacterial products or TLR-ligands, despite avid phagocytic activity^10,11^. During intestinal inflammation such as colitis, this differentiation trajectory is disrupted at subpopulation P2, whereby pro-inflammatory macrophages accumulate in the gut^9,10,12^. However, it is currently unknown whether obesity affects intestinal macrophage subpopulations, and how they regulate glucose homeostasis. Therefore, we aimed to elucidate the role of colonic macrophage subpopulations in glucose metabolism. Understanding this relationship in-depth might open up innovative immune-modulatory treatments for metabolic disease.

## Results

### Pro-inflammatory colonic macrophage subpopulations increase with high-fat diet

There is growing evidence that the intestinal immune system is an important contributor to metabolic disease^13^. However, the role played by specific intestinal macrophage subpopulations in glucose homeostasis remains unknown. To address this, we analyzed five distinct colonic macrophage subpopulations (P1-P5) in response to coconut-based HFD, in comparison to mice in a control group fed a chow diet (Fig. 1a). When mice were kept on HFD for up to 12 weeks, mice developed glucose intolerance and hyperinsulinemia already within 1 week, while their body weight was initially unchanged (Fig. 1b and Supplementary Fig. 1a). Concurrent with these metabolic changes, we found increased gene expression of inflammatory/monocyte markers *Tnf* and *Ly6c* in colon tissue, while typical markers of resident macrophages such as *Tgfb1, Adgre1,* and *Cd68* had decreased (Fig. 1c). Subsequently, we investigated whether this early response was reflected by changes in colonic macrophage subpopulations upon HFD. Indeed, we found that 1 week of HFD increased CCR2^+^ pro-inflammatory colonic macrophages, especially in the P1 and P2 subpopulations, which persisted for up to 12 weeks of HFD, compared to the chow diet control group (Fig. 1d, Supplementary Fig. 1b, c). In contrast, in CCR2^-^ anti-inflammatory/resident macrophages, mainly the subpopulation P4 was reduced. In addition, colonic neutrophils increased at all time points, while eosinophils and dendritic cells did not show a consistent pattern over the time course of three months (Supplementary Fig. 2a–c). Stomach size was reduced after 4 and 12 weeks of HFD, while the cecum and colon were already shortened after 1 week of HFD (Supplementary Fig. 2d), a finding which is consistent with the previous research^6^. Adipose tissue inflammation in terms of macrophage accumulation, a hallmark of chronic inflammation in metabolic disease, appeared later at 12 weeks of HFD as shown by increased pro-inflammatory gene expression and adipose tissue macrophage (ATM) subpopulation M1b (Fig. 1e, f and Supplementary Fig. 1d). Concomitant with altered glucose metabolism and gut innate immunity, plasma TNF and IL-6 were increased from 1 week of HFD feeding onwards (Fig. 1g). These data indicated that pro-inflammatory colonic macrophage subpopulations increased with HFD, a response that occurred simultaneously with glucose intolerance but before obesity and adipose tissue inflammation.

**Fig. 1:**
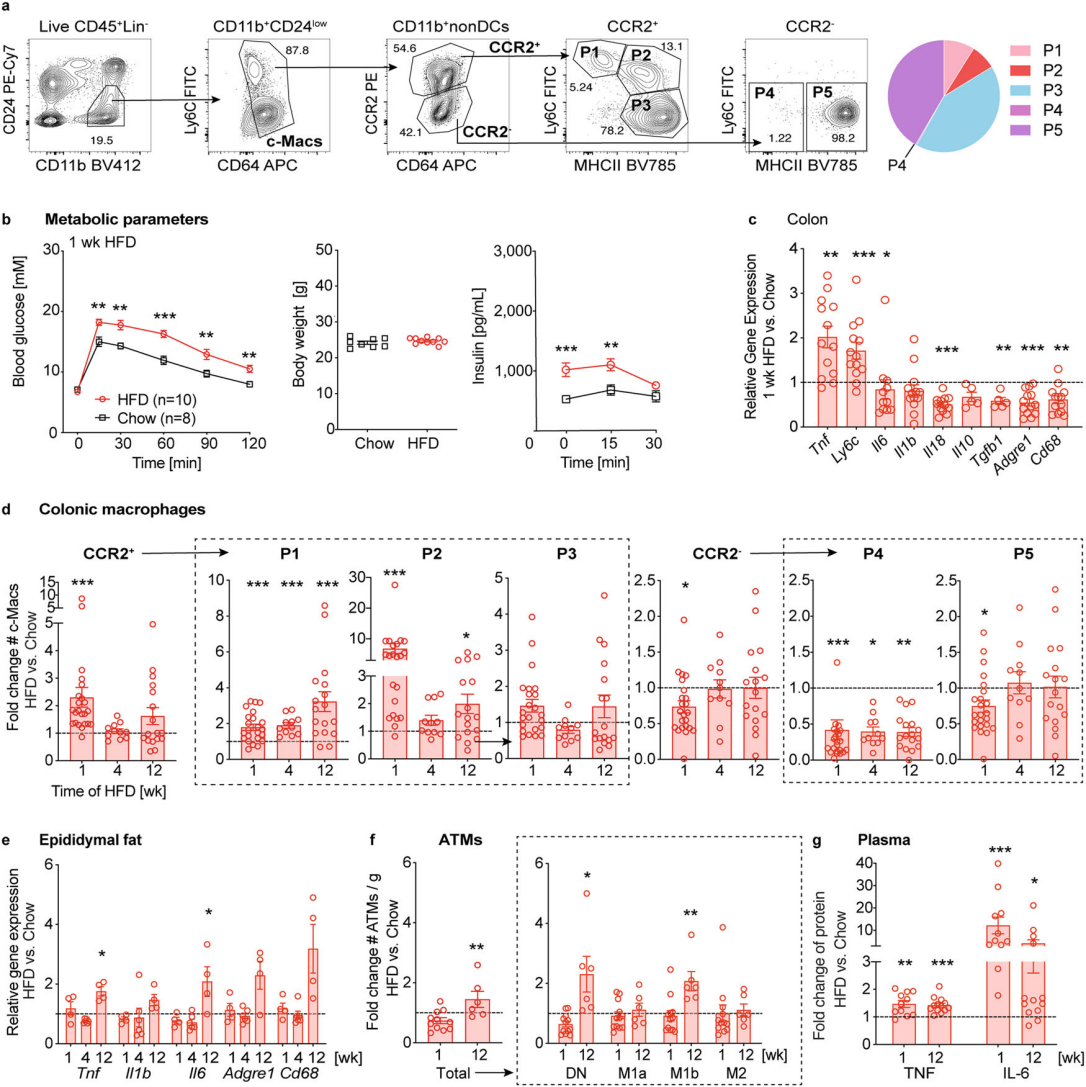
Pro-inflammatory colonic macrophage subpopulations increase with high-fat diet. Wild-type mice were fed either a coconut-based HFD (red circles) or a control diet (black square) for up to 12 weeks: **a** Representative flow cytometry plots and distribution of colonic macrophage (c-Mac) subpopulations P1–P5 in a mouse fed chow. **b** Intraperitoneal glucose tolerance test (IPGTT), body weight, and insulin after 1 week (wk) HFD (*n* = 10) or chow (*n* = 8). **c** Gene expression in colon tissue of mice fed a HFD for 1 wk relative to controls. **d** Fold change in absolute numbers (♯) of monocyte-derived CCR2^+^ (pro-inflammatory P1, P2, intermediate P3) and anti-inflammatory/resident CCR2^-^ (P4-P5) c-Macs. **e** Gene expression in adipose tissue of HFD-fed mice relative to controls. **f** Fold change of adipose tissue macrophages (#ATMs/g) and their subpopulations (double negative DN, M1a, M1b, M2) upon HFD. **g** Fold change of plasma TNF and IL-6 upon HFD. Statistical data are expressed as mean ± SEM. Data are representative of one experiment (**b**) or 2–6 (**c**–**g**) independent experiments, with each data point representing an individual mouse. *p < 0.05, **p < 0.01, ***p < 0.001, unpaired Mann–Whitney *U* test with two-tailed distribution.

### Gut microbiota are essential for increases in pro-inflammatory colonic macrophage subpopulations upon HFD, while the fat source modulates their magnitude

We next investigated whether the fiber content or fat source influence colonic macrophage subpopulations and glucose metabolism. Mice given fiber-rich chow were compared to those given fiber-deficient starch control diet and mice fed coconut- and lard-based HFDs to their respective controls (coconut-HFD vs. chow; lard-HFD vs. starch control diet) (Supplementary Table 1). Such a detailed assessment is crucial as regular chow contains fiber and may differ considerably depending on seasonal harvests, unlike purified/standardized HFDs. Body weights increased similarly in the two control groups and in the HFD groups (Supplementary Fig. 3a). Both control diets, independent of fibers being present, did not impair glucose metabolism, while mice fed HFD developed glucose intolerance, hyperinsulinemia, and insulin resistance (Fig. 2a). This was seen particularly with those on a lard-based HFD. Comparing mice on the chow and starch diet, we found that the fiber content did not affect colonic macrophage or dendritic cell subpopulations, fat pad weights, M1 ATMs, or plasma levels of TNF and IL-6 (Supplementary Fig. 3b–f). When comparing mice on the two different HFDs to mice on their respective control diets (coconut-HFD vs. chow; lard-HFD vs. starch control diet), both HFD groups had an increase in pro-inflammatory CCR2^+^ colonic macrophages, especially in the P1 and P2 subpopulations (Fig. 2b and Supplementary Fig. 3b). Additionally, mice on lard-based HFD had an increased total number of colonic macrophages (Fig. 2b and Supplementary Fig. 3b). Colonic dendritic cells did not show a consistent pattern upon HFD (Supplementary Fig. 3d, e). While mice on lard-based HFD showed higher total ATMs, both HFD groups had increased M1b ATMs, plasma TNF, and IL-6 (Fig. 2c, Supplementary Fig. 3c, f). Thus, fiber content did not impact colonic macrophages, while the source of dietary fat modulated the magnitude of the pro-inflammatory innate immune response and glycemic control.

**Fig. 2:**
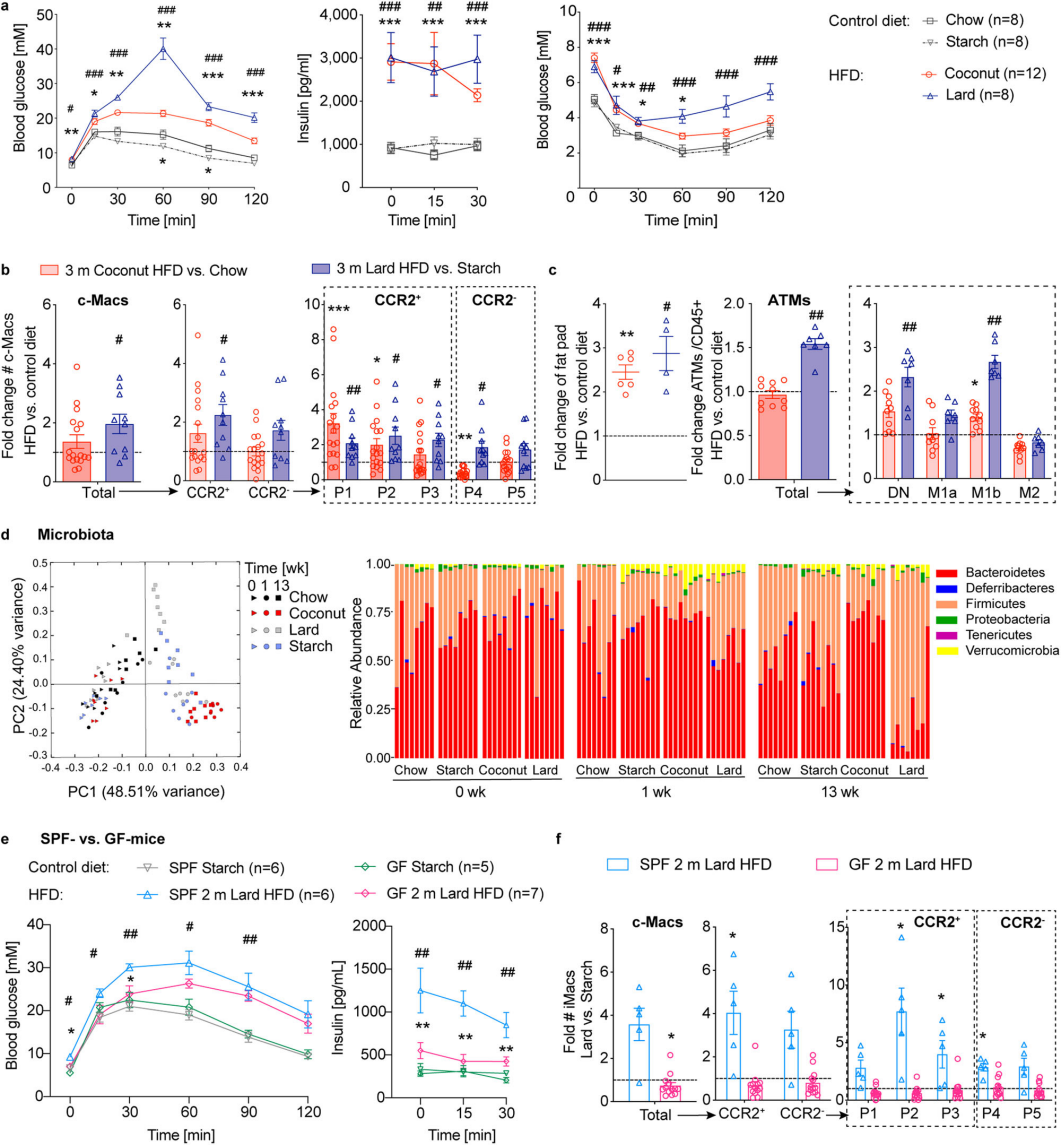
Gut microbiota are essential for increases in pro-inflammatory colonic macrophages upon HFD, while the fat source modulates their magnitude. For 3 months (m), wild-type mice were fed either a coconut-based HFD (red circles), a lard-based HFD (blue triangles) or a control diet with fibers (chow, black squares) or without fibers (starch, gray triangles). **a** Intraperitoneal glucose tolerance test (IPGTT), insulin and insulin tolerance test (ITT) (starch *n* = 8, chow *n* = 8, coconut *n* = 12, lard *n* = 8). **b**, **c** Fold change of colonic macrophages (c-Macs) (**b**), fat pad weights, and adipose tissue macrophages (ATMs) (**c**), compared to respective controls (coconut-HFD vs. chow; lard-HFD vs. starch). **d** Principal coordinate analysis (PCoA; left) and relative phyla abundances (right) of fecal microbiota before and after 1 week (wk) and 3 m of HFD compared to controls (*n* = 8 per group). Specific pathogen-free (SPF) or germ-free (GF) mice were fed for 2 m either a lard-based HFD (SPF: blue triangles, GF: pink rhombus) or a starch diet (SPF: gray triangles, GF: green rhombus): **e**, **f** IPGTT, insulin (HFD: SPF *n* = 6, GF *n* = 7, starch: SPF *n* = 6, GF *n* = 5) (**e**) and fold change of c-Macs compared to starch controls (**f**). Statistical data are expressed as mean ± SEM. Data are representative of one experiment (**a**, **c**, **d**, **e**, **f** GF in parallel to SPF), two (**b**), or three independent experiments (**f** GF), with each data point representing an individual mouse. **a**, **b**: Coconut-HFD vs. chow: *p < 0.05, **p < 0.01, ***p < 0.001. Lard-HFD vs. starch: ^#^*p* < 0.05, ^##^*p* < 0.01, ^###^*p* < 0.001, **e** SPF mice fed lard-HFD vs. GF mice fed lard-HFD: *p < 0.05, **p < 0.01. SPF mice fed lard-HFD vs. starch: ^#^*p* < 0.05, ^##^*p* < 0.01, unpaired Mann–Whitney *U* test with two-tailed distribution.

Next, we used 16S ribosomal gene sequencing to assess how the different diets (coconut-HFD vs. chow; lard-HFD vs. starch control diet) affect gut microbiota as a potential mediator of glucose intolerance. At baseline, microbiota composition was similar in all groups. Feeding mice fiber-deficient diets (starch control, coconut- and lard-based HFDs) for one week resulted in similar microbial shifts as shown by the Principal Coordinate Analysis and relative abundance at phylum and genus level (Fig. 2d and Supplementary Fig. 3g). After 13 weeks on the diet, however, distinct differences between the two HFDs became apparent: Whereas mice fed a coconut-based HFD had a microbiota composition similar to that at 1 week (reduced *Firmicutes*), those fed a lard-based HFD shifted in the Principal Coordinate Analysis due to changes at the phylum (increase in *Firmicutes* and reduction in *Bacteroidetes*) and genus levels (Fig. 2d and Supplementary Fig. 3g). Hence, microbial dysbiosis per se, but not a specific microbial composition, correlated with glucose intolerance.

To test how HFD affects intestinal macrophage subpopulations and glucose tolerance in the absence of gut microbiota, we used germ-free mice, which were reportedly protected from glucose intolerance and adiposity^2^. We found partial protection from glucose intolerance with less pronounced hyperinsulinemia in germ-free mice fed a lard-based HFD, compared to the corresponding starch diet control group (Fig. 2e). As previously described, germ-free mice on control diet had fewer colonic macrophages than did colonized mice^14^, especially when on a fiber-deficient starch control diet (Supplementary Fig. 4a, c). However, the colonic macrophage subpopulation distribution in germ-free mice was similar to that in colonized mice on a chow diet (Supplementary Fig. 4b). Upon HFD in germ-free mice, there was no increase in pro-inflammatory colonic macrophage P1 and P2 subpopulations, M1b ATMs (except in frequency), plasma TNF, and IL-6, nor changes in dendritic cells (Fig. 2f, Supplementary Fig. 4c–e and Supplementary Fig. 4g, h). Of note, germ-free mice showed very low numbers of CD11b^+^CD103^+^ conventional DCs, especially for mice on a lard-based HFD (Supplementary Fig. 4e–g), possibly due to lower TLR activation in the absence of microbial entry^15^. These data indicated that the lack of gut microbiota in germ-free mice prevented them from recruiting and hence increasing pro-inflammatory colonic macrophages upon HFD. This potentially protected them from glucose intolerance.

### Macrophage numbers are linked to glycemic control

As the degree of innate inflammatory response correlated with glycemic control, we next hypothesized that the number of macrophages is directly linked to glucose metabolism. To assess whether a dose-dependent macrophage depletion would gradually improve glycemic control, we depleted macrophages in a dose-dependent manner by treating mice fed a coconut-based HFD with increasing doses of the colony-stimulating factor 1 receptor (CSF1R)-inhibitor BLZ945 (50, 100, 200 μg/g/d) or its vehicle. CSF1R regulates the survival, proliferation, and differentiation of macrophages^16^. Indeed, glucose metabolism gradually improved by increasing BLZ945 concentrations, as shown by fasting glycemia, glucose tolerance, and insulin sensitivity (Fig. 3a and Supplementary Fig. 5a). Body weights were slightly reduced, with the highest dose after 2 months of CSF1R-inhibition, potentially reflecting lower insulin levels (Supplementary Fig. 5a, b). Concerning gut innate immunity, treatment with BLZ945 reduced CCR2^+^ pro-inflammatory and CCR2^-^ anti-inflammatory/resident colonic macrophages and their P1-P5 subpopulations, with the most pronounced effects seen in the mid and high dose groups (Fig. 3b and Supplementary Fig. 5c). Additionally, CSF1R-inhibition resulted in a dose-dependent reduction in large and small peritoneal macrophages, microglia, and ATMs (after 2 weeks preferentially M2 ATMs and after 2 months additionally M1 ATMs) (Fig. 3c–e and Supplementary Fig. 5d). Thus, these results suggested a direct link between the number of macrophages and glycemic control. However, as our dose-titration with increasing doses of a CSF1R-inhibitor affected multiple tissue macrophages, a colon-specific macrophage depletion model is needed to assess the causal link between colonic macrophages and glycemic control.

**Fig. 3:**
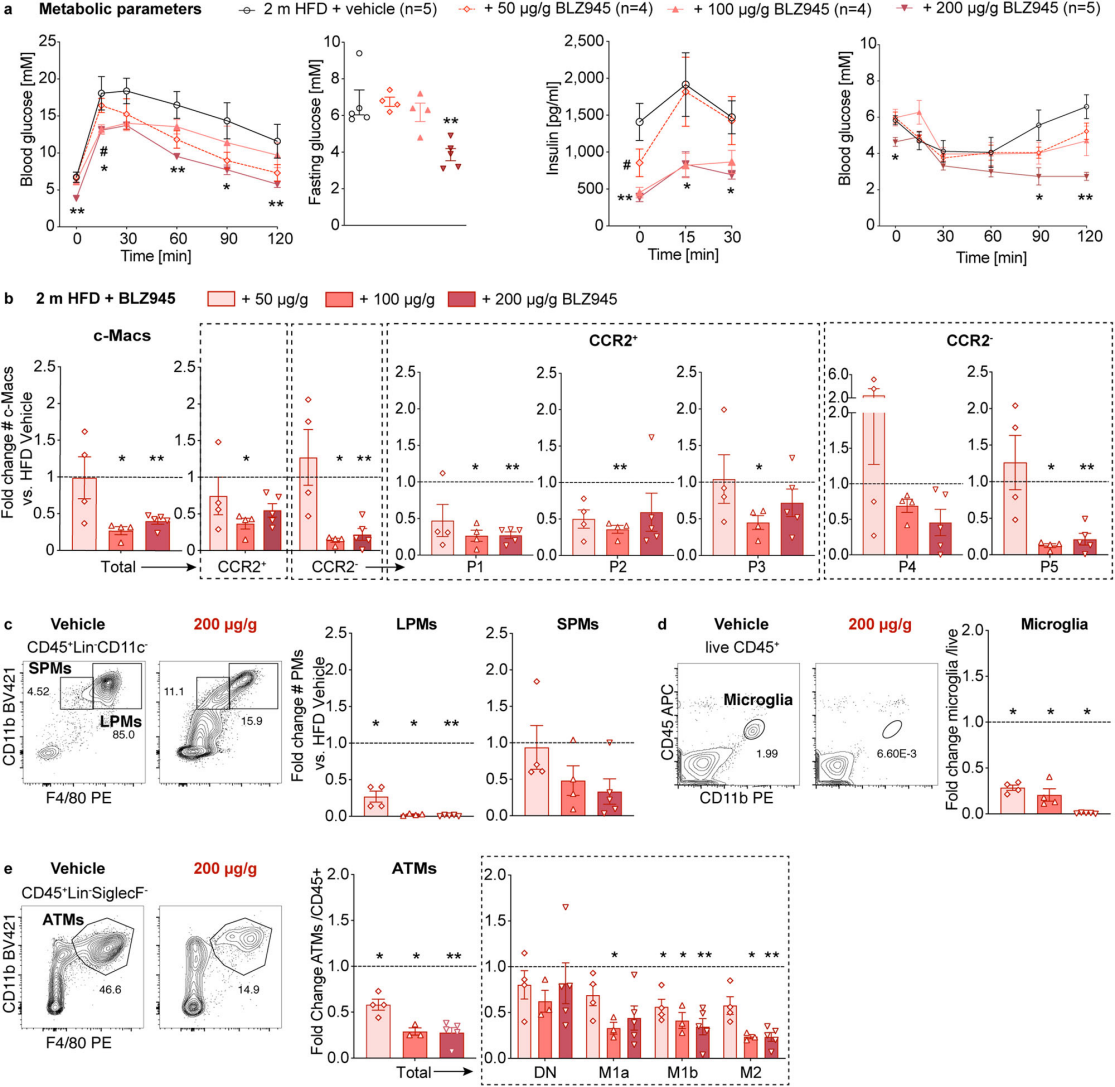
Macrophage numbers are linked to glycemic control. Wild-type mice were fed a coconut-based HFD for 2 months (m) and treated with the CSF1R inhibitor BLZ945 or its vehicle (vehicle *n* = 5: black circles, 50 µg/g *n* = 4: light red rhombus, 100 µg/g *n* = 4: light red triangles, 200 µg/g *n* = 5: dark red triangles): **a** Intraperitoneal glucose tolerance test (IPGTT), fasting blood glucose, insulin and insulin tolerance test (ITT). **b** Fold change of colonic macrophages (c-Macs). **c**–**e** Representative flow cytometry plots and fold change of peritoneal macrophages (small: SPM/ large: LPM) (**c**), microglia (**d**), and adipose tissue macrophages (ATMs) (**e**). Statistical data are expressed as mean ± SEM. Data are representative of one (**a**–**e**), with each data point representing an individual mouse. *p < 0.05, **p < 0.01, ***p < 0.001, unpaired Mann–Whitney *U* test with two-tailed distribution.

### Depleting colonic macrophages improves glucose metabolism

We devised a pharmacological approach to colon-specifically deplete macrophages. To this end, we administered clodronate liposomes intrarectally and assessed whether colon-specific macrophage depletion is feasible and how it affects glucose homeostasis. Indeed, intrarectal clodronate liposomes in mice fed a coconut-based HFD resulted in improved fasting glycemia and glucose tolerance without affecting body weight (Fig. 4a, left panel). Despite having lower glucose levels, mice treated with intrarectal clodronate showed a trend towards enhanced insulin secretion, suggesting improved β-cell function (Fig. 4a, middle panel). Additionally, mice treated with intrarectal clodronate had improved insulin sensitivity, as seen in the insulin tolerance test (Fig. 4a, right panel). Ex vivo glucose-stimulated insulin secretion of isolated islets from clodronate-treated mice indicated improved β-cell function, as shown by lower basal insulin and an enhanced stimulation index (Fig. 4b). These metabolic changes were associated with a reduction in colonic macrophages in the proximal colon, especially pro-inflammatory P1 and P2 subpopulations (Fig. 4c and Supplementary Fig. 6a). Meanwhile, other tissue macrophages were not reduced, such as in adipose tissue, liver, pancreatic islets, and brain tissue (Fig. 4d, e and Supplementary Fig. 6b, c). Pro-inflammatory cytokines were not increased in colon tissue or plasma of mice intrarectally treated with clodronate liposomes, excluding confounding effects of local or systemic inflammation, as have been observed with systemic clodronate liposome administrations^17^ (Supplementary Fig. 6d, e). Also, microbial dysbiosis was ruled out as a possible mediator for improved glycemic control since microbiota composition was not altered in mice treated with clodronate (Fig. 4f and Supplementary Fig. 6f).

**Fig. 4:**
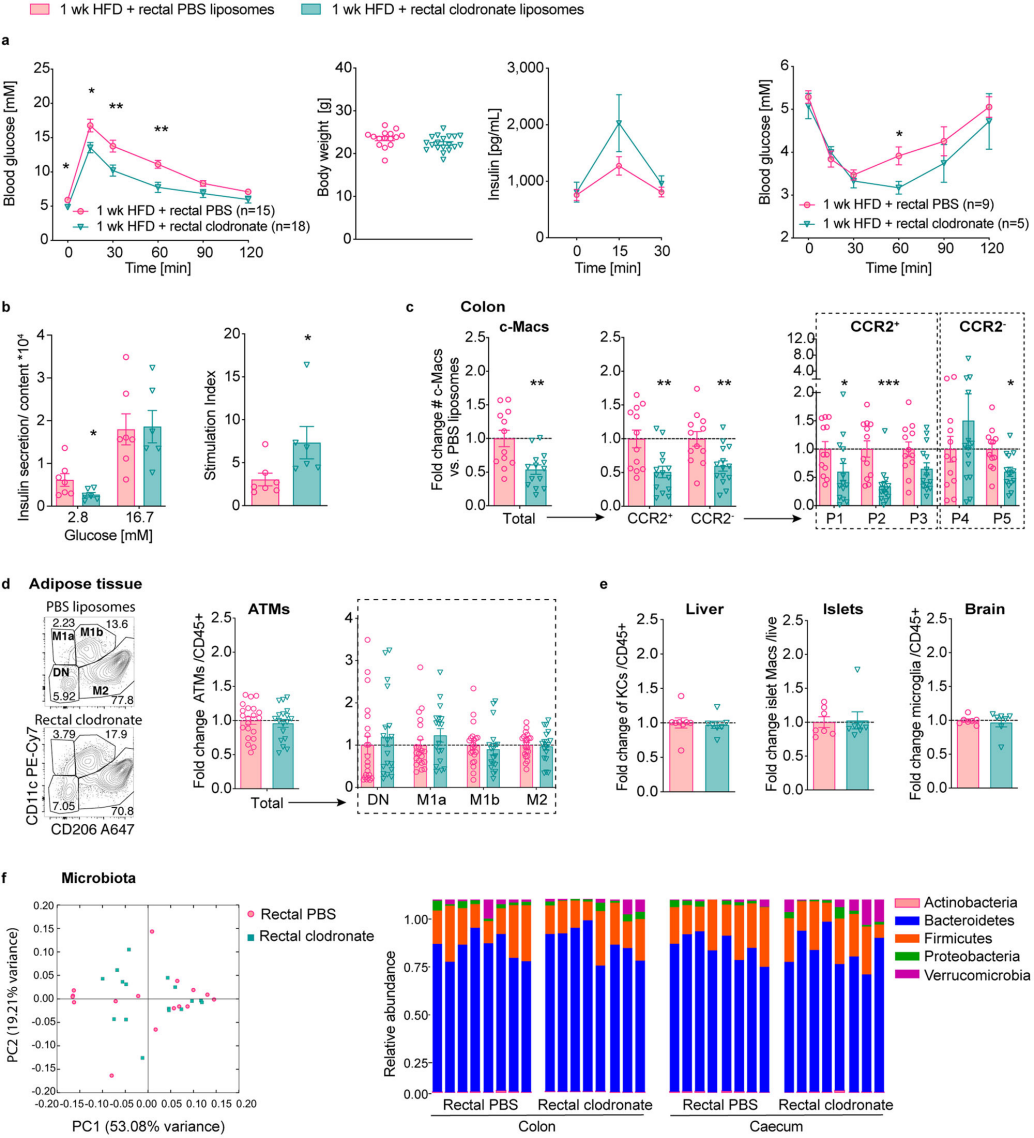
Depleting colonic macrophages improves glucose metabolism. Wild-type mice were fed a coconut-based HFD for 1 week (wk) and treated intrarectally with clodronate (turquoise triangles) or PBS liposomes (pink circles): **a** Intraperitoneal glucose tolerance test (IPGTT), body weight at IPGTT (PBS *n* = 15, clodronate *n* = 18), insulin (PBS *n* = 9, clodronate *n* = 11), and insulin tolerance test (ITT) (PBS *n* = 9, clodronate *n* = 5). **b** Basal and glucose-stimulated insulin secretion in islets ex vivo. **c** Fold change of colonic macrophages (c-Macs) in the proximal colon. **d** Representative flow cytometry plots and fold change of adipose tissue macrophages (ATMs). **e** Fold change of Kupffer cells (KCs), islet macrophages, and microglia. **f** Principal coordinate analysis (PCoA; left) and relative phyla abundances (right) of fecal microbiota (*n* = 8 per group). Statistical data are expressed as mean ± SEM. Data are representative of one (**a** ITT, **b**) experiment or five (**a** GTT), three (**c**, **d**), two (**e**, **f**) independent experiments, with each data point representing an individual mouse. *p < 0.05, **p < 0.01, ***p < 0.001, unpaired Mann–Whitney *U* test with two-tailed distribution.

Clodronate liposomes given intraperitoneally served as a control for systemic macrophage depletion. Thereby, intraperitoneal administrations of clodronate liposomes reduced macrophages in multiple tissues such as the colon, adipose tissue, and liver, while islet macrophages and microglia were unchanged (Supplementary Fig. 7a–c). Plasma IL-6 was elevated by systemic clodronate liposomes as previously reported (Supplementary Fig. 7d)^17^. Systemic macrophage depletion by clodronate liposomes improved glucose tolerance and insulin sensitivity as indicated by lower circulating insulin levels in mice on HFD (Supplementary Fig. 7e). Overall, colon-specific macrophage depletion in mice improved their glucose tolerance due to enhanced insulin sensitivity and β-cell function. Thus, these findings established a causal link between the number of colonic macrophages and glycemic control.

### Colonic macrophages upon HFD show an interferon signature and altered mitochondrial metabolism with activated mTOR as a common regulator

Next, we addressed the question of what factors might mediate the cross-talk between intestinal macrophages and β-cell function. First, we assessed the role GLP-1 played as enteroendocrine cells have been suggested to orchestrate mucosal immunity. Inhibiting GLP-1 activity with exendin (9–39) before glucose stimulation in vivo did not fully revert improved glycemic control in macrophage-depleted mice (Supplementary Fig. 7f), suggesting that improved β-cell function might be partially mediated through GLP-1. Although, systemic levels of GLP-1 were not enhanced in HFD mice after colonic macrophages were depleted by intrarectal clodronate liposomes (Supplementary Fig. 7f). Next, we tested whether the parasympathetic nervous system could link gut innate immunity and β-cell function. However, blocking the parasympathetic activity by atropine prior to glucose tolerance testing in macrophage-depleted mice also did not fully abolish improved glycemic control (Supplementary Fig. 7g).

To narrow down the focus on signaling pathways in intestinal macrophages, which might give reference to the cross-talk between colonic macrophages and β-cells, we performed single-cell RNA-sequencing (scRNA-seq) of colonic macrophages upon coconut-based HFD feeding. 

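Colonic macrophages and monocytes were sorted from 2 chow-fed mice (replicates 9 and 11) and 2 mice fed the coconut-based HFD (replicates 1 and 3) for 1 week, and single cells were captured in droplets in which each RNA molecule receives a unique molecular identifier (UMI). The authors counted UMIs per gene with Kallisto and BUStools on the Ensembl release 97 transcriptome, filtered cells and genes, removed cells not annotated as macrophages or monocytes, and deposited the raw UMI counts that remained, without normalization. The deposited matrix held 11820 genes. Chow replicate 9 contributed 904 cells with 3832283 UMIs (median 3926 per cell), chow replicate 11 contributed 2002 cells with 7947893 UMIs (median 3747), HFD replicate 1 contributed 966 cells with 3824228 UMIs (median 3803.5) and HFD replicate 3 contributed 1548 cells with 5584175 UMIs (median 3266). No cluster labels of the authors were used here, so cells were clustered again from the counts with pooled size factors, 8 principal components and Ward hierarchical clustering, and the tree was divided into 6 clusters at one height, because the dynamic tree cut of the study was not used here. Clusters were numbered by rising C1qa and received a P name only where marker genes fixed before the data were examined allowed it. Because mice and not cells are the replicates, UMI counts were summed per mouse and cluster, and diets were compared with n = 2 mice per diet. RNA released from broken cells into the droplets can add UMIs of abundant genes to every cell, and empty droplets, from which this could be measured, were not analysed here.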

Hierarchical clustering analysis identified the macrophage P1–P5 subpopulations as previously defined by flow cytometry, whereby the P2 and P5 subpopulations comprised two related clusters (Fig. 5a–c). This classification was consistent with ab initio annotation by using ImmGen FACS-sorted bulk samples of pure cell types as a reference^18^ (Supplementary Fig. 8a). 

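Cluster 1 was named P1-like. Its cells held 1662 CPM (counts scaled to the same library size) of Ly6c2 against 196 CPM in all other cells, 10980 CPM of Plac8 against 1852 CPM, and 9940 CPM of Chil3 against 529.4 CPM, while C1qa stood at 169 CPM against 5491 CPM. Clusters 5 and 6 were named P5-like. In cluster 5, C1qa reached 7379 CPM against 3568 CPM elsewhere, Cx3cr1 511.5 CPM against 221.1 CPM and Adgre1 667.9 CPM against 348.5 CPM, and Ly6c2 fell to 7.825 CPM. Cluster 6 was led by Retnla, Lyve1 and Cd163. The other 3 clusters lay between these and kept their numbers. Cluster 2 held Ly6c2 at 846.2 CPM and H2-Ab1 at 18310 CPM, but its leading genes were the epithelial genes Krt8, Reg3b and Krt19, of which Krt8 had a UMI in 1.325% of its cells. Cluster 3 had a low depth, with a median of 1533 UMIs per cell against 3645 over all cells. Cluster 4 held H2-Ab1 at 28870 CPM with Ccr2 at 506.9 CPM and was led by the immunoglobulin genes Igha and Jchain. These values describe how the clusters were defined and are not differences between diets. The first principal component of the cells carried 8.74% of the variance and the second 2.04%.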

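UMI counts were summed per mouse for the 5 clusters with at least 20 cells in every mouse, and principal components were computed on log2 CPM of the 5975 genes that passed the filter of the study in at least 1 of these clusters. PC1 carried 27.1% and PC2 20.3% of the variance over the 20 sums. On PC1 the 4 sums of P1-like cells lay between -12.15 and -3.463 and those of P5-like cluster 5 between -17.92 and -8.719, so PC1 did not part these classes. On PC2 P1-like cells lay between 51.46 and 61.46 and P5-like cluster 5 between -36.25 and -32.67. The extreme of PC1 was cluster 3 of the chow mice, at 147.1 and 65.22, whose sums held the fewest UMIs, down to 32529. On PC1 both HFD mice lay below both chow mice in the P1-like cluster and cluster 3 and above them in P5-like clusters 5 and 6, and in cluster 4 the diets overlapped. On PC2 both HFD mice lay above both chow mice in clusters 3, 4 and 6 and below them in cluster 5, and in the P1-like cluster the diets overlapped. The diets thus did not lie apart in a single direction. For 1 cluster chance parts 2 mice from 2 with a share of 33.3%, and the clusters come from the same 4 mice, so their number was not set against chance. The mean distance between diets in the plane of PC1 and PC2, divided by the mean distance between mice of 1 diet, was 2.87 in cluster 4, 2.37 in cluster 3, 1.71 and 1.31 in P5-like clusters 5 and 6, and 1.39 in the P1-like cluster, with a mean of 1.93. No test was made of this ratio. With clusters built without diet-responsive genes the mean ratio was 2.82.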

Cell clusters positioned along a presumed differentiation trajectory (PC1), and an activation/inflammation axis (PC2), showed little overlap between chow diet and HFD, which indicated a strong transcriptional response upon HFD (Supplementary Fig. 8b). 

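For the share of cells per mouse, cells were clustered a second time without the 196 genes that differed between diets in any cluster, so that the response to the diet would not move cells between clusters. P1-like cells made up 8.84% ± 4.87 (SD, n = 2) of the cells in chow-fed mice and 29.3% ± 4.93 (SD, n = 2) in HFD-fed mice. P5-like cells fell from 64.0% ± 3.97 (SD, n = 2) on chow to 9.83% ± 4.40 (SD, n = 2) on HFD. Of the clusters without a name in this second clustering, cluster 2 rose from 3.20% ± 0.788 to 26.7% ± 5.22, cluster 3 from 3.75% ± 1.42 to 29.6% ± 4.90, and cluster 6, which was led by immunoglobulin genes and stayed outside the P5-like class, fell from 20.2% ± 3.11 to 4.62% ± 0.782. In all 5 classes both HFD mice lay beyond both chow mice (exact permutation test, two-sided, p = 0.33, the smallest p that 2 mice against 2 allow, so this design cannot go below 0.05). In a test on the number of cells per class and mouse with edgeR's quasi-likelihood method, the log2 fold change was 1.75 for P1-like cells (standard error 0.43, Benjamini-Hochberg adjusted p = 0.00232) and -2.71 for P5-like cells (standard error 0.44, Benjamini-Hochberg adjusted p = 0.000185). The prior degrees of freedom of this test were infinite, so its p values take a spread pooled over these 5 dependent classes as known without error. Shares within 1 mouse sum to a whole, so these changes are not independent. With all genes kept for clustering, the change of P5-like cells was -70.5 percentage points instead of -54.2. No class there stood for cluster 6, whose change in the second clustering was -15.6 points. The P5-like classes of both clusterings therefore do not cover the same cells.

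**Figure D1:**
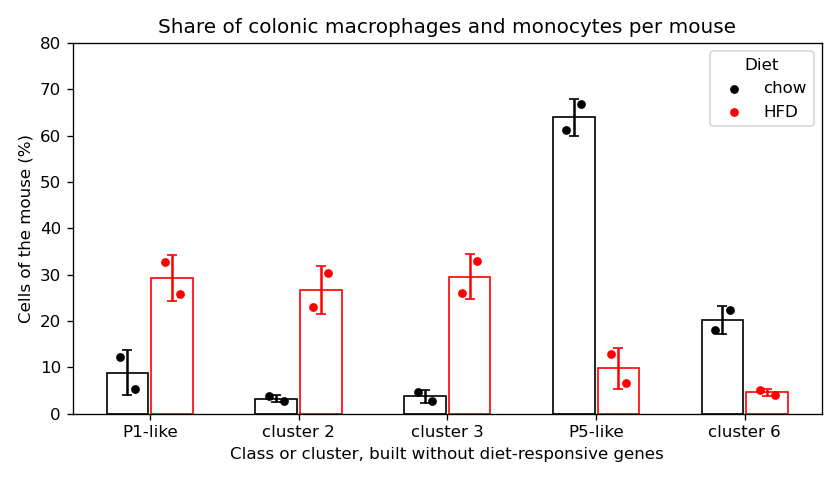
Percent of the cells of each mouse (y axis) in each class or cluster (x axis) on chow (black) and HFD (red); points are single mice, bars are means and error bars are SD (n = 2). P5-like cells lie at 61.2% and 66.8% on chow and at 12.9% and 6.72% on HFD.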

Consistent with flow cytometry, upon HFD there was a relative increase in pro-inflammatory subpopulations and a decrease in anti-inflammatory/resident subpopulations (Fig. 5b). To compare the transcriptomes of colonic macrophages between chow diet and HFD, we stratified the analysis into subpopulations (clusters) to correct for differential abundance across conditions. Based on the number of differentially expressed genes, HFD induced the most pronounced effects in colonic macrophage P1 and P2 subpopulations (Supplementary Fig. 8c). 

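In each cluster, genes with CPM above 1 in at least 2 of the 4 sums and a UMI in at least 5% of the cells were tested with edgeR's quasi-likelihood test at an FDR of 1%. The P1-like cluster gave 42 differentially expressed genes of 4327 tested, with 32 higher and 10 lower on HFD. Cluster 4 gave 140 of 5515 (73 higher, 67 lower), a count that fell to 22 once a part of the cluster nearly absent on chow was split off, and cluster 3 gave 76 of 3579 (45 higher, 31 lower). P5-like cluster 5 gave 10 of 5138 (9 higher, 1 lower) and P5-like cluster 6 gave 15 of 4708 (11 higher, 4 lower). Cluster 2 was not tested because chow replicate 9 had 13 cells in it. In total 196 genes were called in at least 1 cluster and 67 in at least 2. The sums differed in depth, from 253410 to 1034303 UMIs in the P1-like cluster, from 32529 to 285120 in cluster 3 and from 148248 to 4748940 in P5-like cluster 5. The counts depended on single mice. Without chow replicate 9 they were 9 (P1-like), 132 (cluster 3) and 221 (cluster 4), without chow replicate 11 they were 20 (P1-like), 222 (cluster 4), 22 (cluster 5) and 3 (cluster 6), without HFD replicate 1 they were 19 (cluster 3), 4 (cluster 4), 31 (cluster 5) and 65 (cluster 6), and without HFD replicate 3 they were 10 (cluster 3), 25 (cluster 4) and 34 (cluster 6). With edgeR's likelihood-ratio test the counts were 95 in the P1-like cluster, 131 in cluster 3, 304 in cluster 4, 21 in P5-like cluster 5 and 41 in P5-like cluster 6. When every sum was reduced to 20 cells and the same number of UMIs in 20 draws, the likelihood-ratio test gave a median of 4 genes in the P1-like cluster, 17 in cluster 3, 12.5 in cluster 4, and 2 and 1.5 in the P5-like clusters. This comparison was added after the data were seen. edgeR's quasi-likelihood test gave 0 genes in all of these draws, with a median of 256.5 genes at an unadjusted p under 0.05 in the P1-like cluster and 234.5 in P5-like cluster 5 and its prior degrees of freedom between 0.8301 and 7.237, against 13.1 for the P1-like cluster at full depth, so these 0 counts do not show that the diet had no effect. A direct test of the difference in the diet effect between P1-like and P5-like cells, with a term for each mouse, called 21 of 5345 genes at an FDR of 1%.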

Genes up-regulated by HFD involved interferon signaling (*Irf7, Ifitm1, Ifi205, Isg15)*, chemokines (*Cxcl9, Ccl5/8*), guanylate-binding proteins *(Gbp2/5)*, and macrophage activation genes *(Ly6a/c2/i)* (Supplementary Fig. 8c and Supplementary Fig. 9).

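Of the 12 genes named here, 11 were higher on HFD at an FDR of 1% in at least 1 of the clusters in which they were tested, and none was called lower. In the P1-like cluster all 12 had a positive log2 fold change and 6 passed the threshold. Cxcl9 (chromosome 5, 92321347 to 92328079, GRCm38) rose from 10.1 ± 3.98 CPM (SD, n = 2) to 648 ± 75.9 CPM (SD, n = 2), a log2 fold change of 6.01 (standard error 0.36, adjusted p = 1.4e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gbp2 (chromosome 3, 142620602 to 142638008) rose from 87.2 ± 41.0 CPM to 1787 ± 573.7 CPM (log2 fold change 4.38, edgeR adjusted p = 1.0e-06). Gbp5, Ifitm1, Ly6a and Ly6i rose by 5.16, 3.75, 3.71 and 1.77 on the log2 scale. Ifi205 and Isg15 rose by 1.17 and 1.05 on the log2 scale without passing the threshold. Ccl8 stood at 1.40 (standard error 1.10) and was not called. Its mice overlapped, with 0 and 17.2 CPM on chow and 5.91 and 37.5 CPM on HFD. Ccl5 had 0 UMIs in both chow sums and 33 and 115 UMIs in the HFD sums, at least 13.5-fold higher on HFD when 3 counts over the group are taken as the limit of a count of 0, with an edgeR adjusted p of 0.0161. Irf7 stood at 533 ± 157 CPM on chow and 623 ± 143 CPM on HFD in P1-like cells (log2 fold change 0.22, edgeR adjusted p = 0.742), a difference within the spread between mice, and was called in P5-like cluster 5, where it rose from 22.1 ± 4.14 to 133 ± 26.9 CPM. Ly6c2 was tested in 3 clusters and called in none by edgeR's quasi-likelihood test. Its log2 fold change was 0.32 in the P1-like cluster, 0.98 in cluster 3 and -1.07 in cluster 4 (edgeR adjusted p of 0.591, 0.438 and 0.046), while over all cells of each mouse, where the shares of the clusters enter, it was 2.59. Cxcl9 was called in all 4 clusters in which it was tested and Gbp2 in 4 of 5. Ifitm and Gbp genes belong to families of similar sequence, and pseudo-alignment could divide reads between members.

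**Figure D2:**
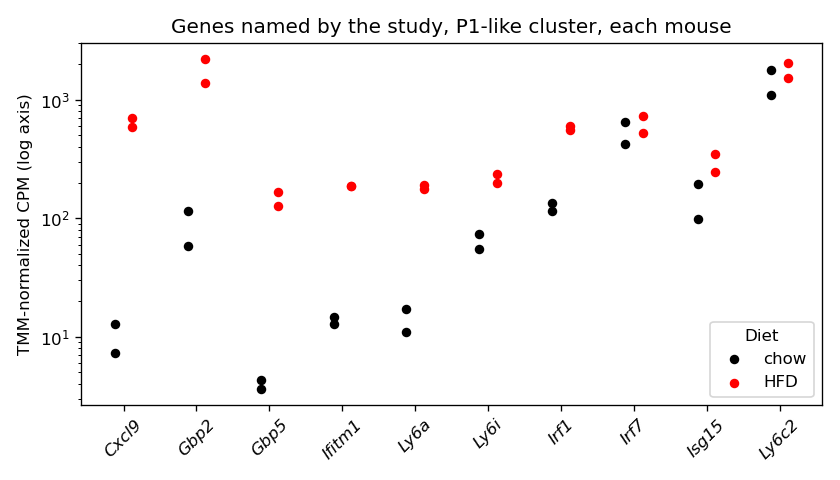
TMM-normalized CPM on a log axis (y) of genes named by the study (x) in the P1-like cluster, 1 point per mouse, chow in black and HFD in red. The HFD points of Cxcl9, Gbp2, Gbp5, Ifitm1, Ly6a, Ly6i and Irf1 lie above both chow points, and those of Irf7 and Ly6c2 overlap with chow.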

**Fig. 5:**
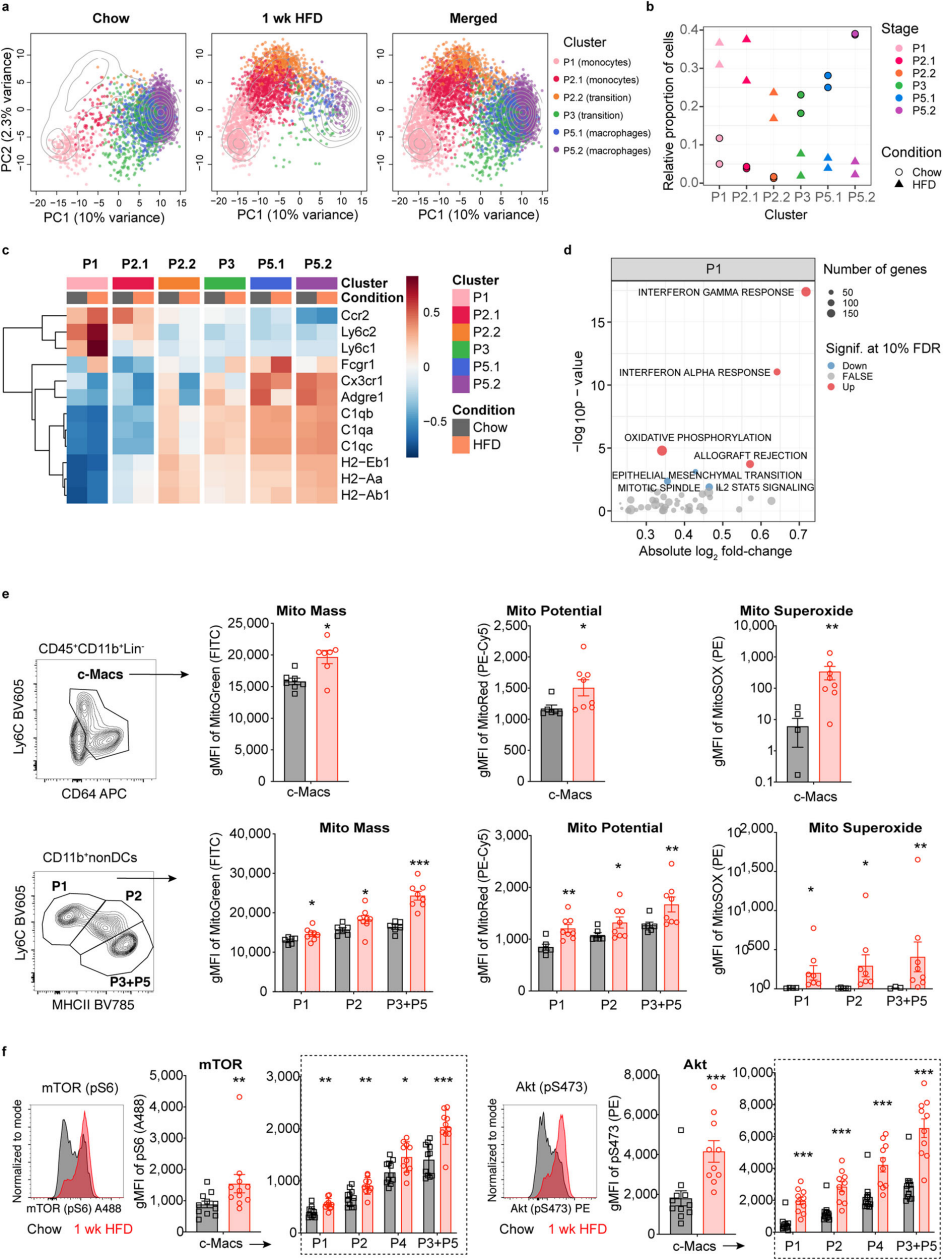
Colonic macrophages upon HFD show an interferon signature and altered mitochondrial metabolism with activated mTOR as a common regulator. Wild-type mice were fed a coconut-based HFD for 1 week (wk) and compared to mice fed chow: **a**, **b** Principal component analysis (PCA) (**a**) and relative proportion of colonic macrophages (c-Macs) (**b**). **c** Average gene expression of specific marker genes in c-Mac clusters. **d** Up- (red) or down-regulated (blue) Molecular Signatures Database (MSigDB) hallmark pathways after 1 wk of HFD for cluster P1 (FDR < = 0.1). **e** Geometric mean fluorescent intensity (gMFI) of mitochondrial mass (MitoGreen), potential (MitoRed), and reactive oxygen status (MitoSOX) of total c-Macs and their subpopulations from mice fed 1 wk a HFD (red circles) compared chow-fed controls (black squares). **f** mTOR activation was measured by gMFI of phosphorylated S6 (pS6) and Akt (pS475) in c-Macs. Statistical data are expressed as mean ± SEM. Data are representative of two replicates (*n* = 2 per group) (**a**–**d**) and one (**e**) or two (**f**) independent experiments, with each data point representing one cell (a) or one individual mouse (**e**–**g**). *p < 0.05, **p < 0.01, ***p < 0.001, unpaired Mann–Whitney *U* test with two-tailed distribution.

In addition, analysis of sets of regulatory transcription factors, termed regulons revealed enhanced *Stat1/2*, *Irf1/8*, and *Etv7* under HFD, the latter as a component of the mTOR complex mTORC3^19^ (Supplementary Fig. 8d). 

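The hallmark collection was not used here, and 9 gene lists written before the data were examined were tested instead with limma's camera at an inter-gene correlation of 0.01, the setting of the study, with Benjamini-Hochberg adjustment over the lists of each cluster. In the P1-like cluster 26 interferon-gamma-induced genes had a median log2 fold change of 1.67 against 0.01 for all genes, and 25 of them were higher on HFD (camera adjusted p = 1.0e-20). The 54 genes of the type I interferon pattern had a median of 0.51, with 44 higher on HFD (camera adjusted p = 3.8e-07). The 75 nuclear-encoded genes of the respiratory chain and ATP synthase had a median of 0.34, with 66 higher on HFD (camera adjusted p = 7.6e-07), whereas the 9 mitochondrially encoded genes had a median of -0.01 (camera adjusted p = 0.741). These lists of interferon and nuclear respiratory chain genes were all called in the same direction at an FDR of 10% in each of the 5 tested clusters. The mitochondrially encoded genes were lower in cluster 3, where none of 9 was higher on HFD (camera adjusted p = 0.00208), and called higher in P5-like cluster 5, where 7 of 10 were higher (camera adjusted p = 0.077). The call in cluster 5 was lost with fry (0.356), with clusters built without diet-responsive genes (0.387), without chow replicate 11 (0.255) and without HFD replicate 1 (0.517), and that in cluster 3 was lost with fry (0.143). Mitochondrial ribosomal proteins (median 0.36) and the proteasome (median 0.25) were also raised in the P1-like cluster, while cytosolic ribosomal proteins (median -0.08) were not called. With limma's fry the interferon-gamma list had an adjusted p of 0.055 and the respiratory chain 0.081 in the P1-like cluster, and the type I list, at 0.136, was no longer called. With Reactome sets in place of these lists, the type I interferon set was called in none of the 5 clusters (camera adjusted p = 0.112 in the P1-like cluster and up to 0.730), the interferon-gamma set was not called in clusters 3 (0.913) and 4 (0.317), and the respiratory set was called in all 5. Of the type I set only 12 of 27 members were matched to genes here, against 75 of 114 and 81 of 115 in the other sets. Its missing calls thus rest on few genes. No list was called in any cluster when camera estimated the correlation from the data. In 10 simulations of the P1-like cluster, each with 1 list of 30 genes raised by 0.5 on the log2 scale, that setting called the raised list 0 times and the correlation of 0.01 called it 10 times, with 1 call of an unchanged list, while fry called it 6 times with 2 calls of unchanged lists. Other clusters and larger rises were not simulated. The simulated genes were drawn independently of each other. These simulations therefore cannot show how often each setting calls unchanged lists of genes that vary together. After its own hallmark analysis and raised measures of mitochondria, the paper postulates that mTOR, as a common regulator of interferon signaling and energy metabolism, might be involved. The paper measured mTOR activity in other experiments.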

Performing gene set enrichment analysis by using MSigDB hallmark pathways showed up-regulation of interferon-gamma (IFN-γ) and alpha (IFN-α) response, oxidative phosphorylation, and allograft rejection in mice fed a HFD (Fig. 5d and Supplementary Fig. 8e). We confirmed an altered mitochondrial metabolism in these macrophages by increased measures of mitochondrial mass, membrane potential, and abundance of reactive oxygen species in all colonic macrophage subpopulations of mice fed a HFD (Fig. 5e). As mTOR is a common regulator of both interferon signaling and energy metabolism^20,21^, we postulated that altered mTOR signaling might be involved in the transcriptional changes in colonic macrophages upon HFD. Indeed, in all macrophage subpopulations of mice fed a HFD, we found mTOR activity to be enhanced, as shown by increased phosphorylation of S6 (pS6) and Akt (pS473) (Fig. 5f). Hence, enhanced mTOR signaling could mediate the transcriptional response in macrophages under HFD, involving an interferon signature and a change in mitochondrial metabolism.

### Colon-specific mTOR inhibition improves insulin secretion capacity

Next, we assessed whether enhanced mTOR signaling in the gut contributes to HFD-related glucose intolerance. Therefore, we intrarectally administered the mTOR inhibitor rapamycin to mice on a coconut-based HFD and assessed the effect it had on glucose metabolism in vivo. We confirmed that pS6 and pS473 were decreased in all colonic macrophage subpopulations upon intrarectal rapamycin treatment (Fig. 6a). In addition, colon-specific mTOR inhibition reduced the superoxide (ROS) indicator MitoSOX in all colonic macrophages, which suggests decreased mitochondrial metabolism (Fig. 6b). Tissue macrophages derived from adipose tissue, spleen, or the peritoneal cavity did not show a reduction in mTOR activity (Fig. 6c–e). Intrarectal rapamycin did not affect body weight, whole-body glucose tolerance, or insulin sensitivity but increased stimulated insulin levels (Fig. 6f). Islets from mice intrarectally treated with rapamycin showed lower basal insulin and an increased stimulation index ex vivo as a measure for improved β-cell function (Fig. 6g), similar to mice treated with intrarectal clodronate liposomes.

**Fig. 6:**
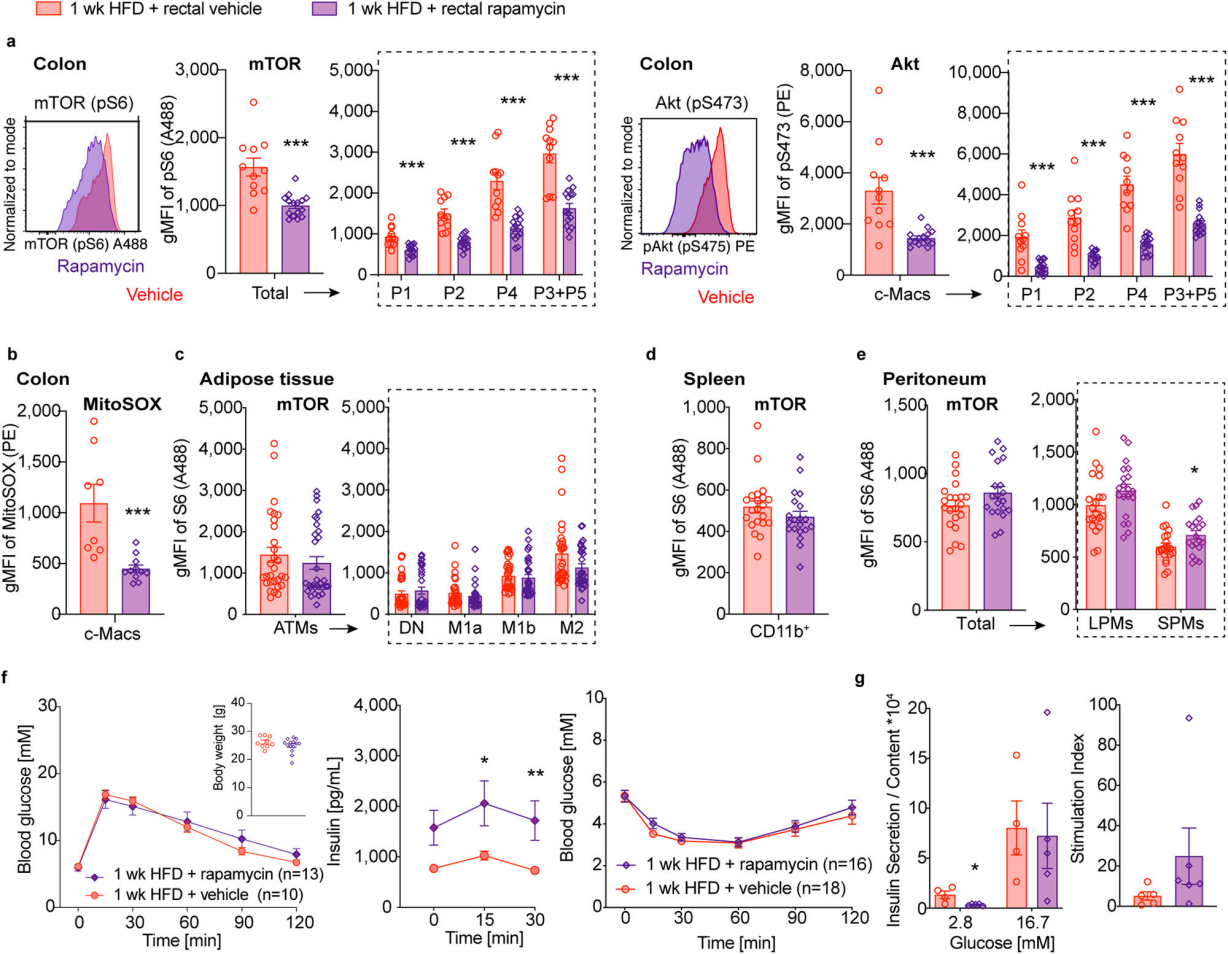
Colon-specific mTOR inhibition improves insulin secretion capacity. Wild-type mice were fed a coconut-based HFD for 1 week (wk) and treated intrarectally with 3 mg/kg rapamycin (purple rhombus) or vehicle (red circles): **a** Geometric mean fluorescent intensity (gMFI) of phosphorylated S6 (pS6) and Akt (pS473) in colonic macrophages (c-Macs). **b** gMFI of MitoSOX in c-Macs. **c**–**e** gMFI of pS6 in adipose tissue macrophages (ATMs) (**c**), splenic monocytes (**d**) and peritoneal macrophages (small: SPM/large: LPM) (**e**). **f** Intraperitoneal glucose tolerance test (IPGTT: vehicle *n* = 10, rapamycin *n* = 13), body weight, and insulin levels at IPGTT, and insulin tolerance test (ITT: vehicle *n* = 18, rapamycin *n* = 16). **g** Basal and glucose-stimulated insulin secretion (GSIS) in islets ex vivo. Data are representative of one (**b**, **g**) experiment or two (**a**, **f** GTT), three (**d**–**f** ITT), or four (**c**) independent experiments, with each data point representing one individual mouse. *p < 0.05, **p < 0.01, ***p < 0.001, unpaired Mann–Whitney *U* test with two-tailed distribution.

In contrast, systemic rapamycin by intraperitoneal injections led to pronounced glucose intolerance, and insulin resistance in mice fed a HFD, as previously reported^22^ (Supplementary Fig. 10a). As a measure of mTOR activity, pS6 and pS473 were not only reduced in colonic macrophages of mice intraperitoneally treated with rapamycin but also in ATMs and splenic monocytes (Supplementary Fig. 10b–d). Further, systemic mTOR inhibition was associated with reduced M2 ATMs (Supplementary Fig. 10e). These findings demonstrated that colon-specific inhibition of mTOR improved insulin secretion capacity, while systemic mTOR inhibition induced pronounced insulin resistance.

### While elevated pro-inflammatory colonic macrophages are linked to impaired β-cell function, colonic mTOR inhibition restores colonic macrophages and insulin secretion capacity

To examine the functional activity of colonic macrophages upon HFD, and after additional mTOR inhibition, we characterized the cytokine profile (TNF, IL-1β, IL-6, IL-10) in macrophages from mice fed a coconut-based HFD or a chow diet for 1 week. We found more TNF^+^, IL-1β^+^, IL-6^+^ and IL-10^+^ colonic macrophages in mice fed a HFD, especially in the pro-inflammatory P2 subpopulation after LPS stimulation (Fig. 7a). In contrast, when mice on a HFD were additionally treated with rapamycin by intrarectal administrations, colonic mTOR inhibition led to reduced cytokine expression (gMFI) of TNF and IL-1β in pro-inflammatory colonic macrophages (Fig. 7b). Additionally, rectal mTOR inhibition in HFD-fed mice also affected the number of macrophages as the pro-inflammatory macrophage subpopulation P2 was reduced in the colon (Fig. 7c).

**Fig. 7:**
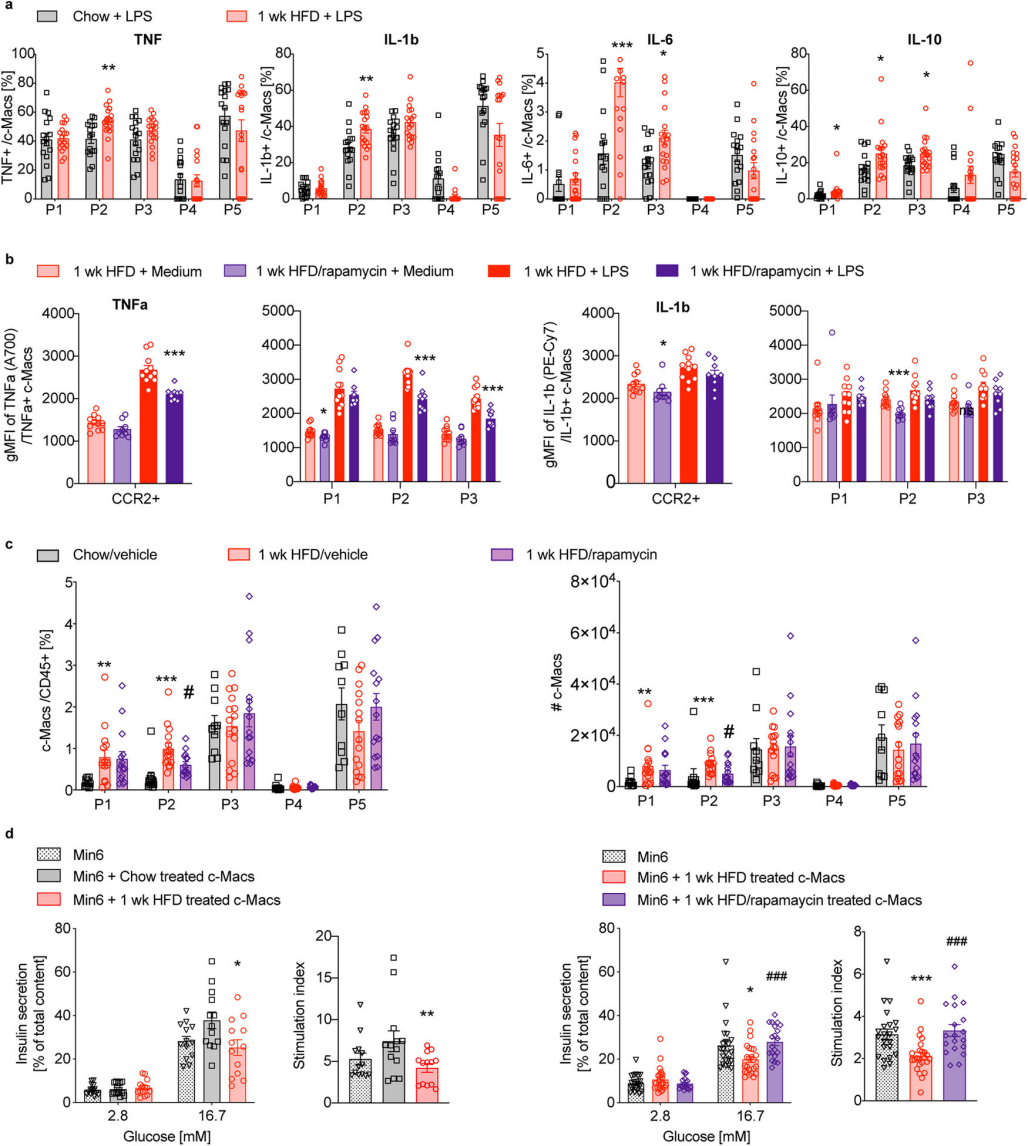
While elevated pro-inflammatory colonic macrophages are linked to impaired β-cell function, colonic mTOR inhibition restores colonic macrophages and insulin secretion capacity. Wild-type mice fed a coconut-based HFD (red circles) for 1 week (wk) were compared to chow controls (black squares) or HFD-fed mice treated with 3 mg/kg intrarectal rapamycin compared to vehicle controls (purple rhombus): **a** Frequency of cytokine-producing colonic macrophages (tumor necrosis factor (TNF)^+^, interleukin-1b (IL-1b)^+^, IL-6^+^ and IL-10^+^ c-Macs) after 4.5 h culture with 1 µg/mL lipopolysaccharide (LPS). **b** Geometric mean fluorescent intensity (gMFI) of TNF and IL-1b of cytokine-producing c-Macs. **c** Frequency and absolute numbers (♯) of c-Macs isolated from chow or HFD mice treated with 3 mg/kg rapamycin or vehicle. **d** Basal and glucose-stimulated insulin secretion (GSIS) in Min6 cells after 16 h co-culture with sorted c-Macs. Data are representative of two (**a**, **b**, **d** left panel) or three (**c**, **d** right panel) independent experiments, with each data point representing one individual mouse (**a**–**c**) or one well (**d**). *p < 0.05, **p < 0.01, ***p < 0.001, unpaired Mann–Whitney *U* test with two-tailed distribution.

To investigate the potential contribution that these cytokines might have on insulin secretion, we co-cultured the β-cell line Min6 with sorted primary colonic macrophages. In Min6 cells co-cultured with colonic macrophages isolated from mice fed a HFD, we found reduced glucose-stimulated insulin secretion and insulin stimulation index (Fig. 7d, left panel). In contrast, co-culture of Min6 cells with colonic macrophages isolated from HFD-fed mice intrarectally treated with rapamycin (compared to controls treated with vehicle) showed restored glucose-stimulated insulin secretion (Fig. 7d, right panel). This indicated that colonic macrophages from mice fed a HFD had a deleterious effect on β-cell function, while mTOR inhibition by intrarectal rapamycin administration dampened both the number and cytokine profile of pro-inflammatory colonic macrophages, and restored glucose-stimulated insulin secretion.

## Discussion

Our results revealed direct cross-talk between nutritional cues, colonic macrophage subpopulations, and glucose homeostasis. Importantly, our study distinguished specific macrophage subpopulations as the analysis of total macrophages might underestimate changes in innate immunity^23^. Eating a HFD shifted colonic macrophages towards more pro-inflammatory subpopulations, which is reminiscent of changes observed in inflammatory bowel disease^10^. The fat source of the diet, but not the fiber content, was a major influence on the magnitude of the innate response in the gut and adipose tissue and in glycemic control. Rather than leading to a specific gut microbiota composition, feeding HFD led to dysbiosis, which differed depending on the dietary fat source. However, gut microbiota seem to be a prerequisite for monocyte recruitment as germ-free mice, being protected from metabolic disease^2^, had very low numbers and no increase in pro-inflammatory colonic macrophages upon HFD. This finding suggested that the number of colonic macrophages is linked directly to glycemic control, which was confirmed by a gradual improvement in glucose tolerance upon dose-dependent pharmacological macrophage depletion. To causally link intestinal macrophages and glucose homeostasis, we applied clodronate liposomes intrarectally, which resulted in macrophage depletion in the proximal colon. This localized macrophage depletion allowed us to study the role of colonic macrophages in regulating glucose homeostasis, without confounding effects caused by systemic macrophage depletion or an increase of pro-inflammatory cytokines, as found with systemic clodronate liposome administrations^17^. Intrarectal clodronate liposomes resulted in improved glucose homeostasis similar to the extent of systemic macrophage depletion, thus establishing a causal link between colonic macrophages and glucose homeostasis. In addition, co-culture experiments demonstrated a detrimental effect of colonic macrophages isolated from mice fed a HFD on β-cell function.

To understand the mechanism of intestinal inflammation upon HFD, and thus potentially identify therapeutic targets, we performed single-cell RNA-sequencing of colonic macrophages. We found an interferon signature and a change in mitochondrial metabolism upon HFD, which converge in mTOR signaling as a common regulatory pathway^20,21^. Thus, we postulated that altered mTOR signaling might be involved in the HFD-driven transcriptional response in macrophages. We found that mTOR activity was indeed enhanced in colonic macrophages in HFD mice. mTOR activation has been described as a response to nutrients and is exaggerated in a nutrient-overabundant state^24,25^. In line with that, mTOR inhibition by intrarectal rapamycin treatment attenuated the inflammatory load in the gut by reducing both the number and activation of pro-inflammatory macrophage subpopulation P2 in HFD-fed mice. Consequently, glucose-stimulated insulin secretion was restored when Min6 cells were co-cultured with colonic macrophages from mice that had been treated with intrarectal rapamycin, suggesting improved insulin secretion capacity. A previous study indicated that inhibiting mTOR in the intestine by intraluminal instillations improves glucose homeostasis by lowering glucose production^26^. In contrast, systemic mTOR inhibition has been associated with insulin resistance^22^. One limitation of our study is that our results cannot answer the question of whether the effect between colonic macrophages and β-cell function is direct or indirect. For example, the cross-talk between pro-inflammatory colonic macrophages and β-cells could be direct through migration as monocyte-derived CXCR1^inter^ macrophages of the gut have a high migratory potential^27^. Alternatively, cytokines or other secretory products from pro-inflammatory macrophages could disseminate to the pancreas through the blood circulation, lymphatic vessels, or neuronal circuits. A potential neuronal connection between the gut and β-cells could be via enteric-associated neurons, which have been shown to impact metabolic control^28^. Additionally, we cannot fully exclude a role of GLP-1 as we did not measure local GLP-1 levels (i.e., in portal blood). Besides, also mTOR-independent pathways could play a part in the HFD induced colonic macrophage activation.

When comparing colonic macrophage depletion and mTOR inhibition, rectal rapamycin had more subtle metabolic effects than rectal clodronate, which improved not only β-cell function, but whole-body glucose tolerance and insulin sensitivity (Supplementary Fig. 11). Rectal clodronate liposomes could have been more effective as they specifically target macrophages, while rectal rapamycin might also influence cells other than macrophages in the intestine. However, the strategy to intrarectally inject rapamycin was the most specific method currently available to target mTOR activation of colonic macrophages. Alternatively, we cannot exclude the possibility that a small amount of intrarectally applied rapamycin reached the systemic circulation, counteracting the improvements in β-cell function. However, we found no attenuation of mTOR activity in tissues other than the gut, nor an insulin resistance phenotype in mice treated intrarectally with rapamycin.

Our findings are of high clinical significance as we recently confirmed that obese human subjects also exhibit increased pro-inflammatory colonic macrophages^29^. The validation of our preclinical data in human obesity is noteworthy. Usually, there is considerable heterogeneity among human subjects due to their different lifestyles. So far, an increase of pro-inflammatory intestinal macrophages has only been documented in inflammatory bowel disease^10,30^. Intestinal macrophages are known to originate from circulating monocytes^31^. A specific CD14^++^CD16^+^ intermediate monocyte subpopulation that shares similar expression pattern with the pro-inflammatory colonic macrophage subpopulation P2 (HLA^-^DR^+^CD163^-^), is concurrently elevated in obese subjects, which is characterized by a pro-inflammatory phenotype^32^ and known to correlate with adiposity and cardiovascular risk^33,34^. Monocytes could thus be activated by dietary intake^35^ and, when replenishing intestinal macrophages, alter gut immunity.

The overall aim of this research is to find immune-modulatory treatments that can improve glucose metabolism. Our data emphasize the need for tissue- or even cell-specific treatment strategies, potentially targeting specific pathways involved in colonic macrophage activation upon HFD, such as activated mTOR signaling. Our approach with intrarectal administrations has the advantage that it is non-invasive and potentially transferrable to humans, while at the same time does not affect all macrophage compartments in the body. Targeting colonic macrophages might thus represent a potential therapeutic approach for treating β-cell dysfunction at the onset of metabolic disease.

## Methods

### Mice

Male C57BL/6 (B6) mice (see Supplementary Data 2) were maintained in our SPF facility at room temperature (22 °C) on a 12 h light/12 h dark cycle. Germ-free B6 mice were bred and maintained in flexible-film isolators or in individually ventilated cages (IVC) at the Clean Mouse Facility, University of Bern, Switzerland. For all high-fat diet (HFD) studies, 5–8 week-old weight-matched mice were fed either a coconut-based HFD (60%; #D12331, Research Diets or Sniff), or a chow diet for up to 3 months. The following additional diets were used to assess the influence of different diet compositions and the microbiota: a purified control diet, which contains nearly no fibers (Starch: 10%; #D12450Ji; Research Diets), a lard-based HFD (60 %; D12492i; Research Diets), an olive oil-based HFD (50%; D12331 mod.; Ssniff) and the corresponding control coconut-based HFD (50%; D12331 mod.; Ssniff). Mice were randomized into different groups according to their starting weights. See diet details in Supplementary Table 1.

### Study approval

All animal procedures were approved by the local Animal Care and Use Committee and performed in accordance with Swiss Federal regulations.

### Macrophage depletion and mTOR inhibition

For dose-dependent depletion of macrophages, 4–5 weeks old mice on a HFD were orally treated with 50, 100, or 200 µg/g CSF1R inhibitor (BLZ945; MTA Novartis, Basel, Switzerland) or its vehicle (20% Captisol; Ligand, San Diego, US) for up to ten weeks (5 times/week). Treatment started 1 week before HFD feeding.

To specifically deplete colonic macrophages, clodronate liposomes were injected intrarectally in anesthetized mice with a flexible gavage needle coated with lubricant. The colon-specific depletion was compared to systemic depletion by intraperitoneal application of clodronate liposomes. The clodronate or control PBS liposomes (Liposoma B.V.) were injected every other day (100 µL/500 µg/injection) starting from day −4 until day 6 after the start of HFD feeding. To inhibit mTOR activation, mice were treated intrarectally or intraperitoneally (i.p.) with 3 mg rapamycin/kg/every other day (Cat#HY-10219, MedChemExpress), according to the application of clodronate liposomes.

### Isolation of colonic macrophages

Intestinal lamina propria lymphocytes were isolated from the colon of mice adapted to the lamina propria isolation protocol of Baranska et al.^36^. For mouse colon samples, the length was measured, fat was removed, the tissue was first cut open longitudinally, then cut into 1 cm pieces and washed in ice-cold DPBS or HBSS (without Mg/Ca). To remove the epithelial layer, tissue pieces and biopsies were washed twice in HBSS/2 mM EDTA shaking 20 min at 37 °C. Afterwards, they were washed twice in HBSS and transferred into a gentle MACS C-tube (#130-096-334, Miltenyi Biotec) containing 3 mL Complete IMDM Medium (1x IMDM, 10% FBS, P/S, Glutamax). Next, 3 mL 2x Collagenase VIII (#C2139, Sigma-Aldrich) digestion solution (Complete IMDM, 2 mg/mL Collagenase VIII, 25 µg/mL DNase I) was added to start enzymatic digestion by shaking at 37 °C (25–30 min). Then, digested tissue was homogenized by using the gentleMACS Octo Dissociator (Militenyi Biotec; program: ms_intestine-01). Later, digestion was stopped by EDTA. Next, leukocytes were enriched by using a percoll gradient (40%/70%, #GE17-0891-01, GE Healthcare) and centrifugated (600 *g*, 20 min, 22 °C, brake and acceleration 0 or 1). Afterwards, the lymphocyte ring was collected from the interphase, washed (550 *g*, 5 min, 22 °C) with FACS Buffer (1xDPBS, 0.5% BSA, 5 mM EDTA). Finally, the cells were resuspended in 200 µL FACS Buffer (DPBS/0.5% BSA/5 mM EDTA) containing Fc Blocking and filtered through a 35 µM strainer FACS tube (#352235, Corning).

### Isolation of macrophages in other tissues

Adipose and liver tissue were minced with scissors and digested by shaking in a Collagenase IV (#C2139, Worthington) solution (1x HBSS, 10 mM HEPES, 1.5 mg/mL Collagenase IV and 8.25 µg/mL DNAse I) for 20–30 min at 37 °C and 400 rpm. Digestion was stopped by adding FACS buffer, and suspension was filtered through cotton gauze. Erythrocytes were removed by using Red Cell Lysis Buffer (154 mM NH4Cl, 10 mM KHCO3, 0.1 mM EDTA). Liver leukocytes were enriched with a 70%/40% percoll gradient. Later, cells were washed and filtered for FACS staining.

Peritoneal macrophages were isolated by lavage of the peritoneum with 10 mL FACS buffer. Erythrocytes were lysed with Red Cell Lysis Buffer, and the remaining cells were washed and filtered for FACS staining. To isolate microglia, whole brains were excised from the skull and mechanically dissociated in FACS buffer by using a Dounce-homogenizer (#D9938-1SET, Merck). Cells were then passed through a 70 μm cell strainer, washed with FACS buffer, and enriched by performing a 70%/37% percoll gradient (30 min, 750 g, minimal brake). The microglia-containing interphase was subsequently collected and filtered, then washed and used for FACS analysis.

### Flow cytometry analysis

To reduce unspecific binding, the Fc receptor was blocked with CD16/32 prior to incubation with monoclonal antibodies (mAbs) for 30 min^-1^ h on ice. All mAbs used for flow cytometry were listed in Supplementary Data 2. See gating for colonic macrophages in Fig. 1a (similar to^8^). Although originally described for skin macrophages, the same gating strategy can be applied to characterize colonic macrophages^8,37^. In the case of MitoTracker staining, cells were stained with MitoTracker probes (Thermo Fisher Scientific) at 37 °C in the dark (10 nM MitoGreen (for mitochondrial mass) and 5 n MitoRed (for mitochondrial membrane potential) for 20 min in 10% FACS Buffer, 1 µM MitoSOX (for reactive oxygen species) for 10 min in 1x HBSS (no Mg/Ca)) after the surface staining. To assess mTOR activation, cells were fixed with BD Fix I Buffer (10 min, 37 °C) after surface staining. Subsequently, cells were washed and permeabilized by adding BD Perm Buffer II (30 min on ice), followed by staining for 1 h at RT with anti-pS6 and anti-pS473. Samples were acquired with a BD LSRIIFortessa (BD), and analyzed with FlowJo software 10.6.1 (BD).

### Intracellular flow cytometry (ICFC)

Colonic lamina propria cells were isolated as described above (see isolation of colonic macrophages). To enhance intracellular cytokine staining all buffers (1xHBSS, 1xHBSS/EDTA), a digestion solution contained the protein transport inhibitors 5 µg/mL Brefeldin A (Sigma, #B6542) and 1 µg/mL Monensin (Sigma, # M5273). After percoll gradient, cell pellet was split into two tissue culture tubes (Corning PYREX # 99445-10) and incubated in 450 µL Complete IMDM Medium without or with 1 µg/mL Lipopolysaccharides (LPS) (Sigma-Aldrich, LPS E. coli 0111: B4) for 4.5 h at 37 °C in the incubator. Afterwards, cell suspension was transferred into a deep well plate, washed twice with FACS buffer, and later stained with surface antibodies (50 µL antibody mix/sample) for 30 min at 4 °C. Then cells were washed with FACS buffer, resuspended in IC Fixation buffer (150 µL/well) (eBioscience Intracellular Fixation & Permeabilization Buffer #88-8824-00), and incubated for 30 min at RT. Later, samples were washed with 1x Perm buffer (150 µL/well). Intracellular antibodies were added in 1x Perm Buffer (50 µL/sample), and staining was performed 45–60 min at RT. Staining was stopped by washing with FACS buffer, and cells resuspended in FACS Buffer were used for further flow cytometry analysis.

### Metabolic assessments

Metabolic phenotype was assessed by glucose and insulin tolerance tests (GTT/ITT) performed at 1, 4, and 12 weeks of HFD feeding. For a GTT, mice fasted 6 h. After intraperitoneal (IPGTT) or oral (OGTT) injection of glucose (2 g/kg body weight) blood glucose was monitored from the tail vein after 15, 30, 60, 90, and 120 min by using a glucometer (Freestyle, Abbot). For active GLP-1 measurements, 25 mg/kg sitagliptin (Cat#sc-364620, Santa Cruz) was injected i.p. 30 min before oral glucose application. To block GLP-1 or parasympaticus action, 236 µg/kg exendin (9-39) (#H-8740, Bachem) or 5 mg/kg atropine (#A0257-5G, Sigma), respectively, were i.p. injected at timepoint −30 min prior glucose application. ITT was performed after 3 h of fasting by injecting 1–2 U/kg body weight insulin i.p. (Actrapid HM Penfill, Novo Nordisk). Glucose levels were measured at 0, 15, 30, 60, 90, and 120 min after injection.

Plasma insulin, GLP-1, TNF, and IL-6 were quantified by electrochemiluminescence (MESO SECTOR S 600) by using kits from Meso Scale Diagnostics (MSD, Rockville, MD, USA), according to the manufacturer’s instructions: Mouse/Rat Insulin Kit (#K152BZC), V-PLEX Plus Proinflammatory Panel 1 Mouse Kit (#K15048G), V-PLEX GLP-1 Active Kit vers. 2 (#K15030D).

### Quantitative RT-PCR analysis

RNA was extracted from distal colon and epididymal adipose tissue with the NucleoSpin RNA kit (#740955.250, Macherey-Nagel) or with the RNeasy Plus Universal Mini kit (#73404, QIAGEN) according to each manufacturer’s instructions. Reverse transcription was performed with GoScript™ Reverse Transcription Mix (#A2801, Promega). For qPCR, GoTaq qPCR Master Mix (#A6002, Promega) on a ViiA7 Real-Time PCR System (Thermo Fisher Scientific) was used. Primer sequences (Microsynth, Balgach, Switzerland) are listed in Supplementary Table 2. The data presented correspond to the mean of 2^-∆∆Ct^ after being normalized to housekeeping genes *B2m* and *Ppia*.

### Isolation of pancreatic islets

Pancreatic mouse islets were isolated by injecting collagenase IV (1.4 mg/mL; Worthington) digestion solution into the pancreas via the common bile duct. The perfused pancreas was digested at 37 °C for 30 min, then quenched (1x HBSS, 1 M HEPES, 0.5% BSA) and filtered. Islets were handpicked under a stereoscopic microscope and cultured in RPMI-1640 (containing 11.1 mM glucose, 10% FBS, 100 U/mL P/S, 2 mM Glutamax, 50 µg/mL Gentamycin, 10 µg/mL Fungison). For flow cytometry analysis, islets were washed in PBS/0.5 mM EDTA and trypsinized. About 100 islets/tube were collected.

### Glucose-stimulated insulin secretion (GSIS)

For GSIS, we handpicked primary mouse islets or plated Min6 cells (25,000 Min6 cells and 5,000 sorted colonic macrophages per well) in a 24-well plate, which were incubated in RPMI-1640 medium overnight (16 h). The next day, islets or Min6 cells were washed and pre-incubated in Krebs-Ringer-bicarbonate buffer (KRB: 115 mM NaCl, 4.7 mM KCl, 2.6 mM CaCl_2_ 2H_2_O, 1.2 mM KH_2_PO_4_, 1.2 mM MgSO_4_ 2H_2_O, 10 mM HEPES, 0.5 % BSA, pH 7.4) containing 2.8 mM glucose. After 1.5 h (islets) or 2 h (Min6), the buffer was replaced with KRB containing low (2.8 mM, basal) or high (16.7 mM, stimulated) glucose, and the supernatant was collected after 1 h to assess basal and glucose-stimulated insulin release. The stimulatory index was defined as the ratio of stimulated insulin secretion at 16.7 mM/h to basal insulin secretion at 2.8 mM/h. To obtain insulin content, islets or Min6 cells were resuspended in 0.18 mol/l HCl in 70% ethanol and incubated at least 1 h at −20 °C. Secreted and content insulin was measured with the Mouse/Rat Insulin Kit (#K152BZCMeso Scale Discovery).

### Microbiota analysis

For genomic DNA extraction from stool samples, contents from cecum and colon, or feces, were frozen in 2 mL tubes and then stored at −80 °C until extraction. To extract genomic DNA from feces, the QIAamp FAST DNA Stool Mini Kit (#51604 Qiagen, Hilden, Germany) was used following the vendor’s instructions, except for the following adjustment: homogenization of stool particles was performed with 100 mg baked glass beads (Sigma Aldrich) by using a tissue lyser for 3 min, 30 Hz per run (Retsch MM400). DNA concentration was measured by Nanodrop2000 (Thermo Fisher Scientific).

For 16S amplicon PCR, 100 ng of bacterial DNA were used to amplify the V5/V6 region of the 16S ribosomal gene by PCR by using Platinum Taq DNA polymerase (Invitrogen). We used barcoded forward fusion primers 5′- CCATCTCATCCCTGCGTGTCTCCGACTCAG-BARCODE-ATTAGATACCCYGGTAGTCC-3′, where core primers have been modified by adding a PGM sequencing adaptor, a GT-spacer, and unique barcode (see Supplementary Table 3), that allows us to pool up to 96 different barcodes in combination with the reverse fusion primer 5′-CCTCTCTATGGGCAGTCGGTGATACGAGC-TGACGACARCCATG-3′^38–40^. All primers were used at a 10 μM working concentration. The following were the cycling conditions: initial 5 min denaturation at 94 °C, followed by 35 cycles of 1 min denaturation at 94 °C, 20 s annealing at 46 °C, and 30 s extension at 72 °C. The final extension step took place for 7 min at 72 °C. The PCR product (~350 bp) was loaded on a 1% agarose gel, cut out with a scalpel, and extracted by using the QIAqick Gel Extraction Kit protocol (#28706, Qiagen). The resulting dsDNA concentration was measured by Qubit dsDNA HS Assay Kit (#Q32854, Thermo Fisher Scientific).

For 16S sequencing, up to 96 libraries were diluted at 26 pM and were pooled. Libraries were prepared with the OT^2^ HiQ View 400 kit, and emulsion PCR was performed on the Ion OneTouch 2 (OT^2^) instrument (ThermoFischer). The template-positive Ion Sphere Particles containing clonally amplified DNA were enriched with the Ion OneTouch ES instruments (ThermoFisher). Sequencing was carried out by using the IonPGM HiQ View Sequencing 400 Kit with the Ion Personal Genome Machine (PGM) System on an Ion 316 Chip v2 (ThermoFisher)^41^.

To analyze 16S data, samples with fewer than 1,000 reads were excluded from the analysis if not stated otherwise. Data analysis was performed by using the QIIME pipeline version 1.8.0^42^. OTUs were picked at a threshold of 97 % similarity by using usearch61_ref v.6.1.544^43^, followed by rarefaction and taxonomy assignment with the GreenGenes database (greengenes.secondgenome.com). Multivariate analysis by linear models (MaAsLin) in the R package was used to find associations between genotype and microbial community abundance^44^.

### RNA-sequencing

For single-cell RNA-sequencing (scRNA-seq) (liveCD45^+^Lin^-^CD11b^+^CD24^-^ and CD64^+^ or Ly6C^+^) CD11b^+^nonDCs colonic macrophages (see gating strategy^8^ and Fig. 1a) were sorted from mice fed 1 week of HFD (*n* = 2) or chow diet (*n* = 2) by using FACS Aria III (BD Biosciences). Cell suspensions were loaded into the wells of a 10X Genomics Chromium Single Cell Controller (one well per mouse replicate). Single-cell capture and cDNA and library preparation were performed with a Single Cell 3′ v2 Reagent Kit (10X Genomics) according to the manufacturer’s instructions. Sequencing was performed on one lane of an Illumina NexSeq 500 machine flow cell at the ETH Zurich Genomics Facility in Basel, Switzerland.

Data were analyzed by the Bioinformatics Core Facility, Department of Biomedicine, University of Basel, Switzerland. Read quality was assessed with the FastQC tool (version 0.11.5). In brief, sequencing files were processed with Kallisto (version 0.46.0) and BUStools (version 0.39.2) to perform sample and cell demultiplexing, read pseudo-alignment to the mouse transcriptome (Ensembl release 97), and to generate a UMI counts table^45,46^. Further processing of the UMI counts table was performed by using R 3.6.0 and Bioconductor 3.10 packages^47^, notably DropletUtils (version 1.6.1)^48,49^, scran (version 1.14.5), and scater (version 1.14.5)^50^, following mostly the steps illustrated in the simpleSingleCell Bioconductor workflow^51^.

Based on the distributions observed across cells, cells with library sizes lower than 795, total number of features detected lower than 317, or with a fraction of UMI counts attributed to the mitochondrial genes of 0% or higher than 7% were filtered out^52^. Low-abundance genes with average normalized log_2_ counts lower than 0.003 were filtered out. This resulted in a filtered matrix including UMI counts for 11,820 genes and 5797 cells (3013 from chow-fed mice and 2784 from HFD-fed mice). 

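The deposited matrix held 2906 cells from chow-fed and 2514 from HFD-fed mice, in sum the number left once the cells not annotated as macrophages or monocytes are taken out. By the UMIs of the deposited genes, 2 cells lay under the stated limit on library size, the fewest features were 322, and the mitochondrial share ran from 0.094% to 6.935%. The counts of genes removed by the authors were not analysed here. Of the genes, 3 had 0 UMIs in these cells. Scrublet, run per mouse, called 38 of the cells (0.701%) doublets, between 0.350% and 1.22% of a mouse, where the tool had been given 5%.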

UMI counts were normalized with size factors estimated from pools of cells to deal with dominance of zeros in the matrix^51,53^. A mean-dependent trend was fitted to the variances of the log expression values of endogenous genes to distinguish between genuine biological variability and technical noise (*trendVar* function of the scran package with loess trend and span of 0.05)^54^. The fitted trend was used to subtract technical noise from the data by using the *denoisePCA* function, retaining the 8 first principal components of the PCA for later analysis.

The package SingleR (version 1.0.0) was used for reference-based annotation of the cells and identification of likely contaminants in our dataset^55^. We used the Immunological Genome Project (ImmGen) mouse microarray dataset^18^ as reference, and eliminated 377 cells not annotated to the broad cell types macrophages or monocytes.

Clustering of cells was done on normalized log-count values by using hierarchical clustering on the Euclidean distances between cells (with Ward’s criterion to minimize the total variance within each cluster; package cluster version 2.1.0). The 6 clusters used for following analyses were identified by applying a dynamic tree cut (package dynamicTreeCut, version 1.63-1).

Differential expression between HFD and chow conditions, stratified by cluster, was performed by using a pseudo-bulk approach^56^: UMI counts of cells from each sample in each cluster were summed. This resulted in 4 samples per cluster, aggregated form of 29 to 776 cells. Cluster P2.2 was excluded from the analysis because it contained too few chow cells. 

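In the clustering used here, the cluster that rose most on HFD, cluster 2, held 13 and 46 cells in the chow mice and 232 and 615 cells in the HFD mice. With the tree divided into 8 clusters, cluster 4 split into a part with 2 and 0 chow cells and 116 and 208 HFD cells and a part with 75 and 120 chow cells and 78 and 152 HFD cells. The second part gave 22 differentially expressed genes, 20 of them among the 140 of the whole cluster, so those 140 do not separate a change within cells from a change in the share of these parts. When at least 10 cells per mouse were required instead of 20, a choice made after the data were seen, cluster 2 gave 74 differentially expressed genes with edgeR's quasi-likelihood test, 127 with its likelihood-ratio test and 43 with DESeq2, but 1 with the quasi-likelihood test with adjusted degrees of freedom. The sums behind the tested clusters held between 20 and 1018 cells.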

For each cluster, we only retained genes with CPM (normalized counts per million mapped reads) values above 1 in at least 2 of the 4 pseudo-bulk samples, and detected in at least 5 % of the individual cells.

The package edgeR (version 3.28)^57^ was used to perform TMM normalization^58^ and to test for differential expression with the Generalized Linear Model (GLM) framework. Genes with a false discovery rate (FDR) lower than 1 % were considered to be differentially expressed. Gene set enrichment analysis (GSEA) was performed with the function camera^59^ by using the default parameter value of 0.01 for the correlations of genes within gene sets, on gene sets from the hallmark collectionsupp^60^ of the Molecular Signature Database (MSigDB, version 7.0)^61^, or on DoRothEA v2 regulons^62^: human TOP10score regulons were downloaded from https://github.com/saezlab/DoRothEA and we obtained the corresponding mouse regulons by considering 1-to-many orthologs of the human genes in each regulon (by using Ensembl Compara release 97). We tested only gene sets containing at least 5 genes from the filtered dataset, and considered significant those with a FDR lower than 10%.

### Statistics and reproducibility

The data are presented as mean ± standard error of the mean (SEM), with the numbers (n) of experiments and mice indicated in the Fig. legends. To test the statistical difference between two groups, an unpaired Mann–Whitney *U* test with two-tailed distribution was run with Prism8 software (GraphPad Software, San Diego, CA). Two-sided p-values of 0.05 or less were considered to be statistically significant.

### Reporting summary

Further information on research design is available in Nature Research Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The source data is available within the paper in Supplementary Data 1. Other data supporting the findings of this study are available from the corresponding author upon request. Transcriptome sequencing data of colonic macrophages have been deposited in the Gene Expression Omnibus, with the accession number GSE143351. Datasets generated during this study are available by entering token **unoveyewbnyzpuj** into the search box.

## References

[1] Utzschneider KM, Kratz M, Damman CJ, Hullar M (2016). Mechanisms linking the gut microbiome and glucose metabolism. J. Clin. Endocrinol. Metab..

[2] Backhed F (2004). The gut microbiota as an environmental factor that regulates fat storage. Proc. Natl Acad. Sci. USA.

[3] Luck H (2015). Regulation of obesity-related insulin resistance with gut anti-inflammatory agents. Cell Metab..

[4] de La Serre CB (2010). Propensity to high-fat diet-induced obesity in rats is associated with changes in the gut microbiota and gut inflammation. Am. J. Physiol. Gastrointest. Liver Physiol..

[5] Ding S (2010). High-fat diet: bacteria interactions promote intestinal inflammation which precedes and correlates with obesity and insulin resistance in mouse. PLoS ONE.

[6] Kawano Y (2016). Colonic pro-inflammatory macrophages cause insulin resistance in an intestinal Ccl2/Ccr2-dependent manner. Cell Metab..

[7] Mowat AM, Agace WW (2014). Regional specialization within the intestinal immune system. Nat. Rev. Immunol..

[8] Tamoutounour S (2013). Origins and functional specialization of macrophages and of conventional and monocyte-derived dendritic cells in mouse skin. Immunity.

[9] Tamoutounour S (2012). CD64 distinguishes macrophages from dendritic cells in the gut and reveals the Th1-inducing role of mesenteric lymph node macrophages during colitis. Eur. J. Immunol..

[10] Bain CC (2013). Resident and pro-inflammatory macrophages in the colon represent alternative context-dependent fates of the same Ly6Chi monocyte precursors. Mucosal Immunol..

[11] Smythies LE (2005). Human intestinal macrophages display profound inflammatory anergy despite avid phagocytic and bacteriocidal activity. J. Clin. Invest..

[12] Platt AM, Bain CC, Bordon Y, Sester DP, Mowat AM (2010). An independent subset of TLR expressing CCR2-dependent macrophages promotes colonic inflammation. J. Immunol..

[13] Winer DA, Luck H, Tsai S, Winer S (2016). The intestinal immune system in obesity and insulin resistance. Cell Metab..

[14] Bain CC (2014). Constant replenishment from circulating monocytes maintains the macrophage pool in the intestine of adult mice. Nat. Immunol..

[15] Kinnebrew MA (2012). Interleukin 23 production by intestinal CD103(+)CD11b(+) dendritic cells in response to bacterial flagellin enhances mucosal innate immune defense. Immunity.

[16] Pixley FJ, Stanley ER (2004). CSF-1 regulation of the wandering macrophage: complexity in action. Trends Cell Biol..

[17] Bader JE (2019). Repeated clodronate-liposome treatment results in neutrophilia and is not effective in limiting obesity-linked metabolic impairments. Am. J. Physiol. Endocrinol. Metab..

[18] Heng TS, Painter MW, Immunological Genome Project, C. (2008). The Immunological Genome Project: networks of gene expression in immune cells. Nat. Immunol..

[19] Harwood FC (2018). ETV7 is an essential component of a rapamycin-insensitive mTOR complex in cancer. Sci. Adv..

[20] Cao W (2008). Toll-like receptor-mediated induction of type I interferon in plasmacytoid dendritic cells requires the rapamycin-sensitive PI(3)K-mTOR-p70S6K pathway. Nat. Immunol..

[21] Schmitz F (2008). Mammalian target of rapamycin (mTOR) orchestrates the defense program of innate immune cells. Eur. J. Immunol..

[22] Lamming DW (2012). Rapamycin-induced insulin resistance is mediated by mTORC2 loss and uncoupled from longevity. Science.

[23] Johnson AM (2015). High fat diet causes depletion of intestinal eosinophils associated with intestinal permeability. PLoS ONE.

[24] Zoncu R, Efeyan A, Sabatini DM (2011). mTOR: from growth signal integration to cancer, diabetes and ageing. Nat. Rev. Mol. Cell Biol..

[25] Um SH (2004). Absence of S6K1 protects against age- and diet-induced obesity while enhancing insulin sensitivity. Nature.

[26] Waise TMZ (2019). Inhibition of upper small intestinal mTOR lowers plasma glucose levels by inhibiting glucose production. Nat. Commun..

[27] Koscso, B. et al. Gut-resident CX3CR1(hi) macrophages induce tertiary lymphoid structures and IgA response in situ. *Sci Immunol***5**, 10.1126/sciimmunol.aax0062 (2020).10.1126/sciimmunol.aax0062PMC729646432276965

[28] Muller PA (2020). Microbiota-modulated CART(+) enteric neurons autonomously regulate blood glucose. Science.

[29] Rohm TV (2021). Obesity in humans is characterized by gut inflammation as shown by pro-inflammatory intestinal macrophage accumulation. Front Immunol..

[30] Ogino T (2013). Increased Th17-inducing activity of CD14+ CD163 low myeloid cells in intestinal lamina propria of patients with Crohn’s disease. Gastroenterology.

[31] Bujko A (2018). Transcriptional and functional profiling defines human small intestinal macrophage subsets. J. Exp. Med..

[32] Rossol M, Kraus S, Pierer M, Baerwald C, Wagner U (2012). The CD14(bright) CD16+ monocyte subset is expanded in rheumatoid arthritis and promotes expansion of the Th17 cell population. Arthritis Rheum..

[33] Poitou C (2011). CD14dimCD16+ and CD14+CD16+ monocytes in obesity and during weight loss: relationships with fat mass and subclinical atherosclerosis. Arterioscler Thromb. Vasc. Biol..

[34] Rogacev KS (2012). CD14++CD16+ monocytes independently predict cardiovascular events: a cohort study of 951 patients referred for elective coronary angiography. J. Am. Coll. Cardiol..

[35] Jordan S (2019). Dietary intake regulates the circulating inflammatory monocyte pool. Cell.

[36] Baranska A (2018). Unveiling skin macrophage dynamics explains both tattoo persistence and strenuous removal. J. Exp. Med..

[37] Wuggenig P (2020). Loss of the branched-chain amino acid transporter CD98hc alters the development of colonic macrophages in mice. Commun. Biol..

[38] Li H (2015). The outer mucus layer hosts a distinct intestinal microbial niche. Nat. Commun..

[39] Mamantopoulos M (2017). Nlrp6- and ASC-dependent inflammasomes do not shape the commensal gut microbiota composition. Immunity.

[40] Sundquist A (2007). Bacterial flora-typing with targeted, chip-based Pyrosequencing. BMC Microbiol.

[41] Whiteley AS (2012). Microbial 16S rRNA Ion Tag and community metagenome sequencing using the Ion Torrent (PGM) Platform. J. Microbiol. Methods.

[42] Caporaso JG (2010). QIIME allows analysis of high-throughput community sequencing data. Nat. Methods.

[43] Edgar RC (2010). Search and clustering orders of magnitude faster than BLAST. Bioinformatics.

[44] Morgan XC (2012). Dysfunction of the intestinal microbiome in inflammatory bowel disease and treatment. Genome Biol..

[45] Melsted P, Ntranos V, Pachter L (2019). The barcode, UMI, set format and BUStools. Bioinformatics.

[46] Melsted, P. et al. Modular and efficient pre-processing of single-cell RNA-seq. *bioRxiv* 673285, 10.1101/673285 (2019).

[47] Amezquita, R. A. et al. Orchestrating single-cell analysis with Bioconductor. *Nature Methods*, 10.1038/s41592-019-0654-x (2019).10.1038/s41592-019-0654-xPMC735805831792435

[48] Griffiths JA, Richard AC, Bach K, Lun ATL, Marioni JC (2018). Detection and removal of barcode swapping in single-cell RNA-seq data. Nat. Commun..

[49] Lun ATL (2019). EmptyDrops: distinguishing cells from empty droplets in droplet-based single-cell RNA sequencing data. Genome Biol..

[50] McCarthy DJ, Campbell KR, Lun AT, Wills QF (2017). Scater: pre-processing, quality control, normalization and visualization of single-cell RNA-seq data in R. Bioinformatics.

[51] Lun AT, McCarthy DJ, Marioni JC (2016). A step-by-step workflow for low-level analysis of single-cell RNA-seq data with Bioconductor. F1000Res.

[52] Ilicic T (2016). Classification of low quality cells from single-cell RNA-seq data. Genome Biol..

[53] Vallejos CA, Risso D, Scialdone A, Dudoit S, Marioni JC (2017). Normalizing single-cell RNA sequencing data: challenges and opportunities. Nat. Methods.

[54] Brennecke P (2013). Accounting for technical noise in single-cell RNA-seq experiments. Nat. Methods.

[55] Aran D (2019). Reference-based analysis of lung single-cell sequencing reveals a transitional profibrotic macrophage. Nat. Immunol..

[56] Lun ATL, Marioni JC (2017). Overcoming confounding plate effects in differential expression analyses of single-cell RNA-seq data. Biostatistics.

[57] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[58] Robinson MD, Oshlack A (2010). A scaling normalization method for differential expression analysis of RNA-seq data. Genome Biol..

[59] Wu D, Smyth GK (2012). Camera: a competitive gene set test accounting for inter-gene correlation. Nucleic Acids Res..

[60] Liberzon A (2015). The Molecular Signatures Database (MSigDB) hallmark gene set collection. Cell Syst..

[61] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl Acad. Sci. USA.

[62] Garcia-Alonso L, Holland CH, Ibrahim MM, Turei D, Saez-Rodriguez J (2019). Benchmark and integration of resources for the estimation of human transcription factor activities. Genome Res..

# Supplementary material for: Targeting colonic macrophages improves glycemic control in high-fat diet-induced obesity
**Source:** Commun Biol. 2022 Apr 19;5:370. doi: 10.1038/s42003-022-03305-z
**Supplement:** Supplementary file 2 — Supplementary Information

# Supplementary Information

## Targeting colonic macrophages improves glycemic control in high-fat diet-induced obesity

### Supplementary Fig. 1

#### a Metabolic parameters

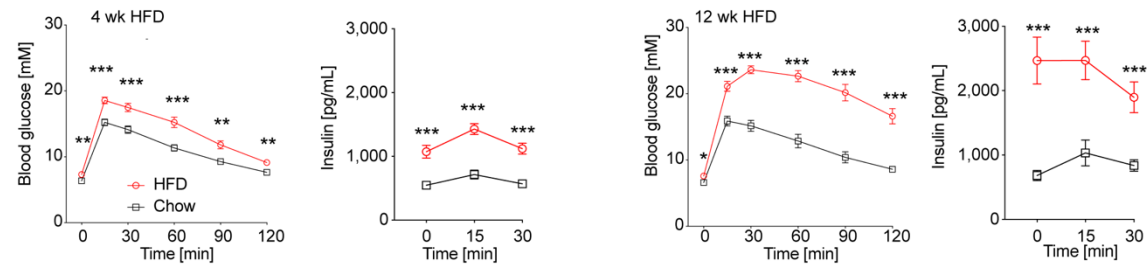

#### b Colonic macrophages [#]

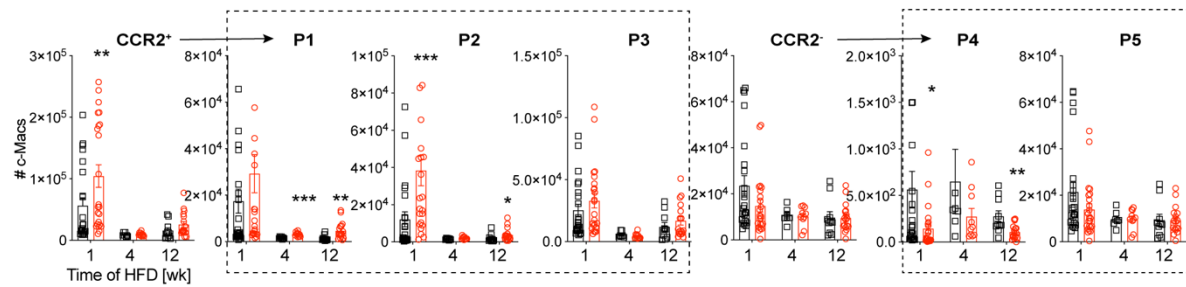

#### c Colonic macrophages [%]

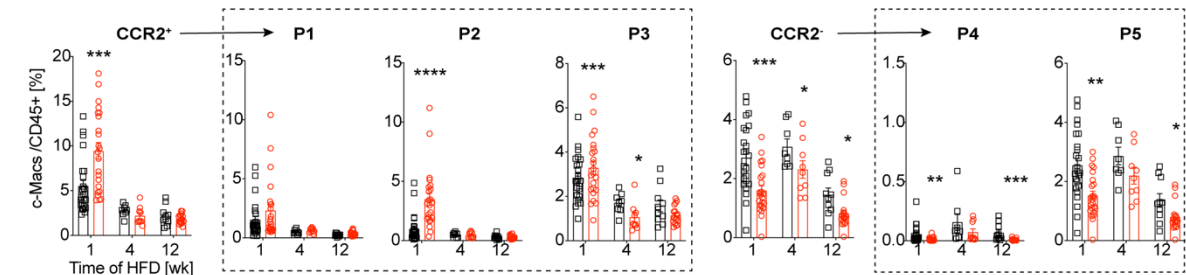

#### d Adipose tissue macrophages

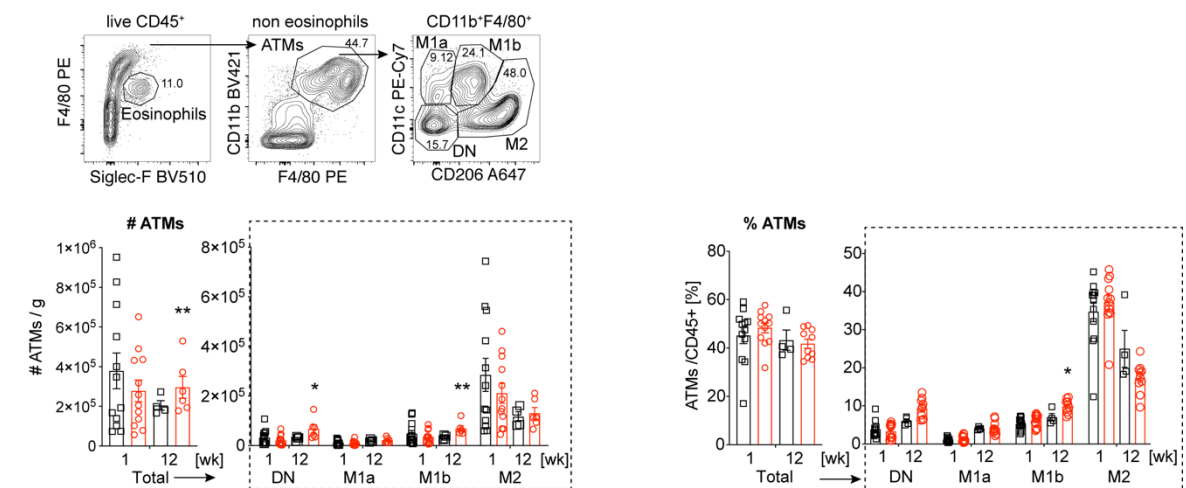

**Supplementary Fig. 1. Early increase of colonic macrophages, followed later by increased adipose tissue macrophages after HFD feeding.** Wild-type mice were fed either coconut-based HFD (red circles) or chow control diet (black squares) for up to 12 weeks: **a**, Intraperitoneal glucose tolerance test (IPGTT) and insulin (HFD/chow 4 weeks n=21/n=17, 12 weeks n=18/n=11). **b,c**, Absolute numbers (#) or frequency (%) of monocyte-derived CCR2<sup>+</sup> (pro-inflammatory P1, P2, intermediate P3 subpopulations) and anti-inflammatory/resident CCR2<sup>-</sup> colonic macrophages (c-Macs: P4, P5) . **d**, Flow cytometry gating strategy, absolute numbers per gram (#/g) and frequency of adipose tissue macrophages (ATMs: DN, M1a, M1b, M2). Statistical data are expressed as mean±SEM. Data are a representative of 2-6 independent experiments, with each data point representing one individual mouse. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, unpaired Mann-Whitney U test with two tailed distribution.

**Supplementary Fig. 2. Increased colonic neutrophils, but no consistent pattern in colonic dendritic subpopulations upon HFD.** Wild-type mice were fed either coconut-based HFD (red circles), or chow control diet (black squares) for up to 12 weeks: **a,b**, Flow cytometry gating strategy, fold change of absolute numbers (#), absolute numbers and frequency of colonic neutrophils (**a**) and eosinophils (**b**). **c**, Flow cytometry gating strategy, fold change of absolute numbers (#), absolute numbers and frequency of colonic dendritic cells (c-DCs) and their subpopulations (DN, CD11b<sup>+</sup>, CD103<sup>+</sup>, DP). **d**, Macroscopic measurements of stomach, caecum and colon in wild-type mice fasted (grey), fed chow (black) or HFD (red). Statistical data are expressed as mean±SEM. Data are a representative of 2-6 independent experiments, with each data point representing one individual mouse. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, unpaired Mann-Whitney U test with two tailed distribution.

36 **Supplementary Fig. 3**

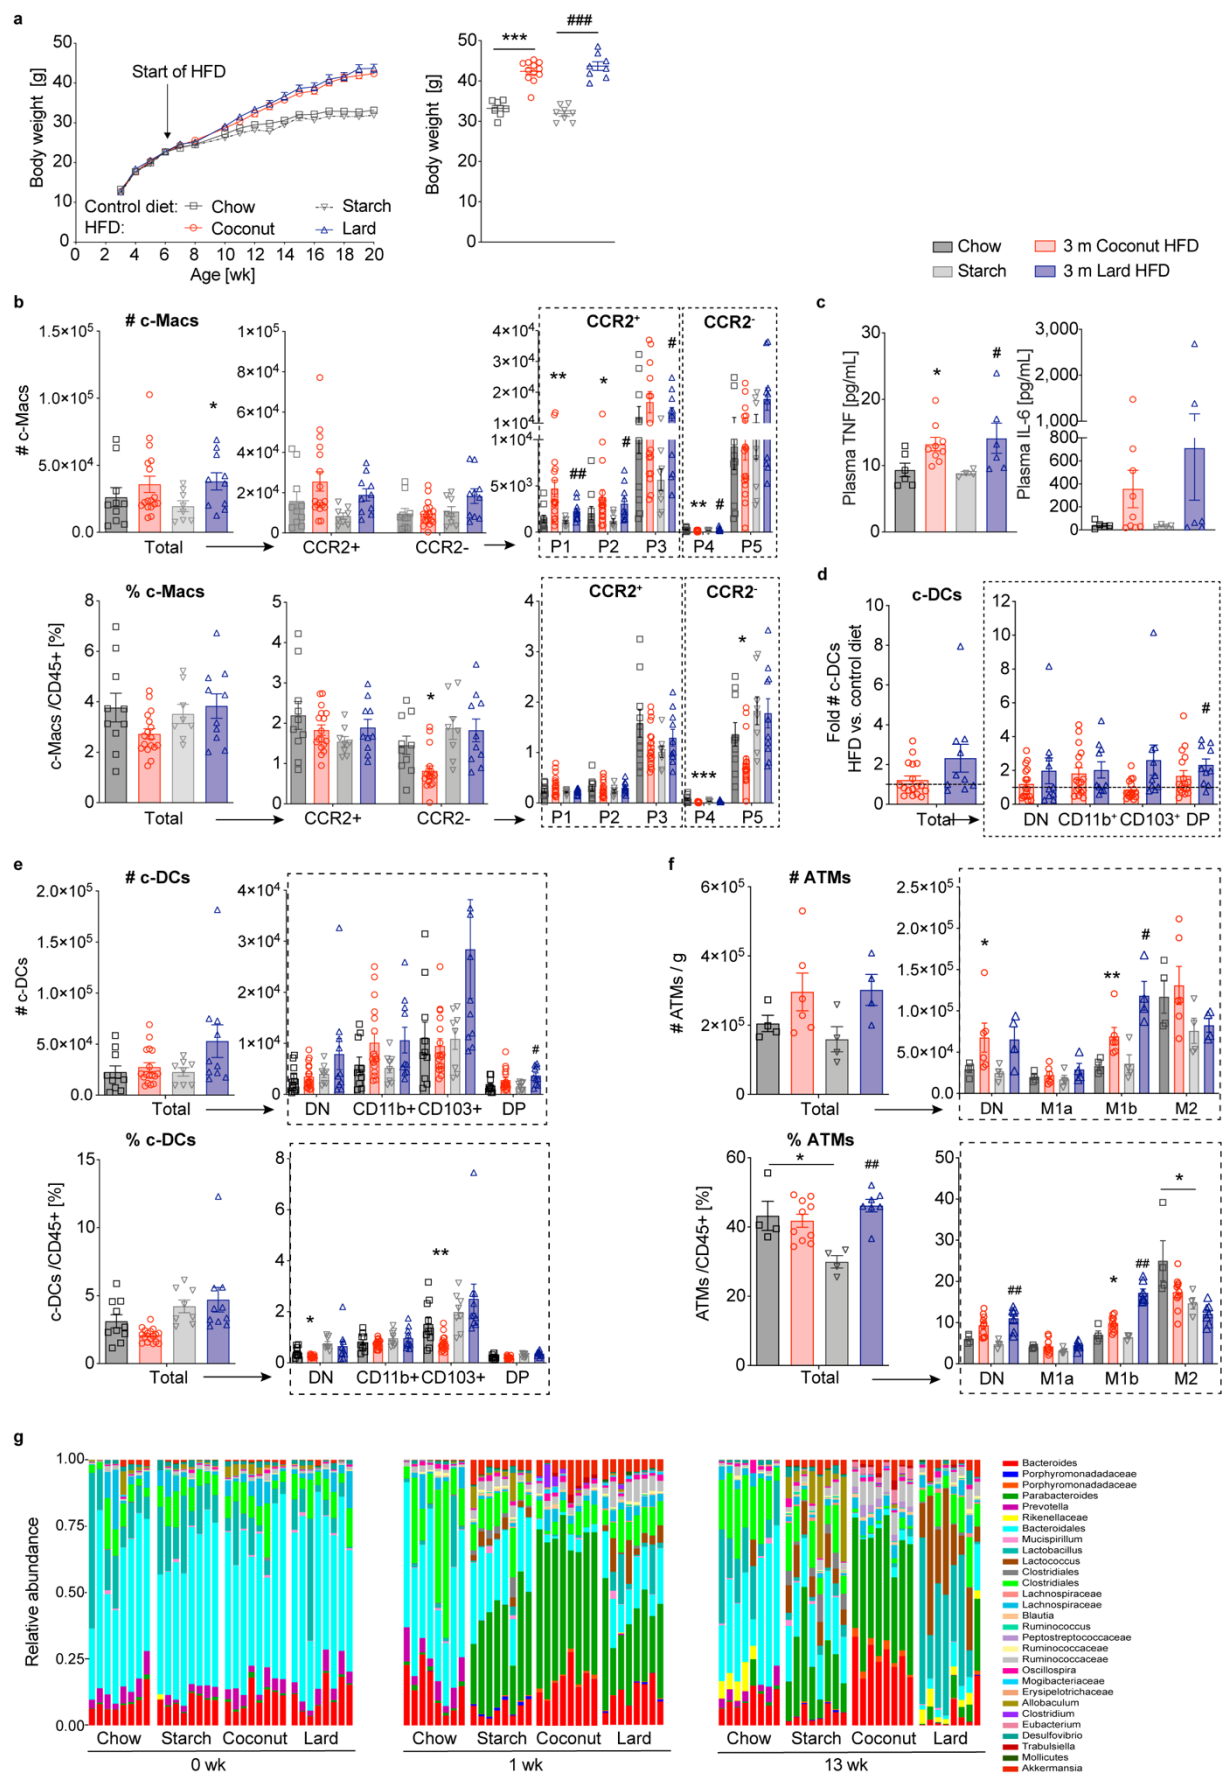

**Supplementary Fig. 3. Changes in intestinal immunity in relation to fibers content, fat source and gut microbiota.** Wild-type mice were fed 3 months (3 m) HFD (coconut: red circles or lard-based: blue triangles), or control diet (starch without fibers: gray triangles, chow with fibers: black squares): **a**, Body weights (coconut n=12, lard n=8, chow n=8, starch n=8). **b**, Absolute numbers (#) and frequency (%) of colonic macrophages (c-Macs). **c**, Plasma TNF and IL-6. **d**, Fold change of absolute numbers of colonic dendritic cells (c-DCs: DN, CD11b<sup>+</sup>, CD103<sup>+</sup> DP) after 3 m HFD compared to respective control diets (coconut-HFD vs. chow, lard-HFD vs. starch). **e**, Absolute numbers (#) and frequencies of c-DCs. **f**, Absolute numbers (#/g) or frequencies of adipose tissue macrophages (ATMs). **g**, Relative genus abundances of fecal microbiota before and after 1 week (1 wk) and 3 m HFD, compared to controls (n=8 per group). Statistical data are expressed as mean±SEM. Data are representative of two independent experiments (**b,e,d**), or of one experiment (**a,c,f,g**), with each data point representing an individual mouse. Coconut-based HFD vs. chow: \*p<0.05, \*\*p<0.01, \*\*\*p<0.001. Lard-based HFD vs. starch: #p<0.05, ##p<0.01, ###p<0.001, unpaired Mann-Whitney U test with two tailed distribution. See also Supplementary Fig. 2.

54 **Supplementary Fig. 4**

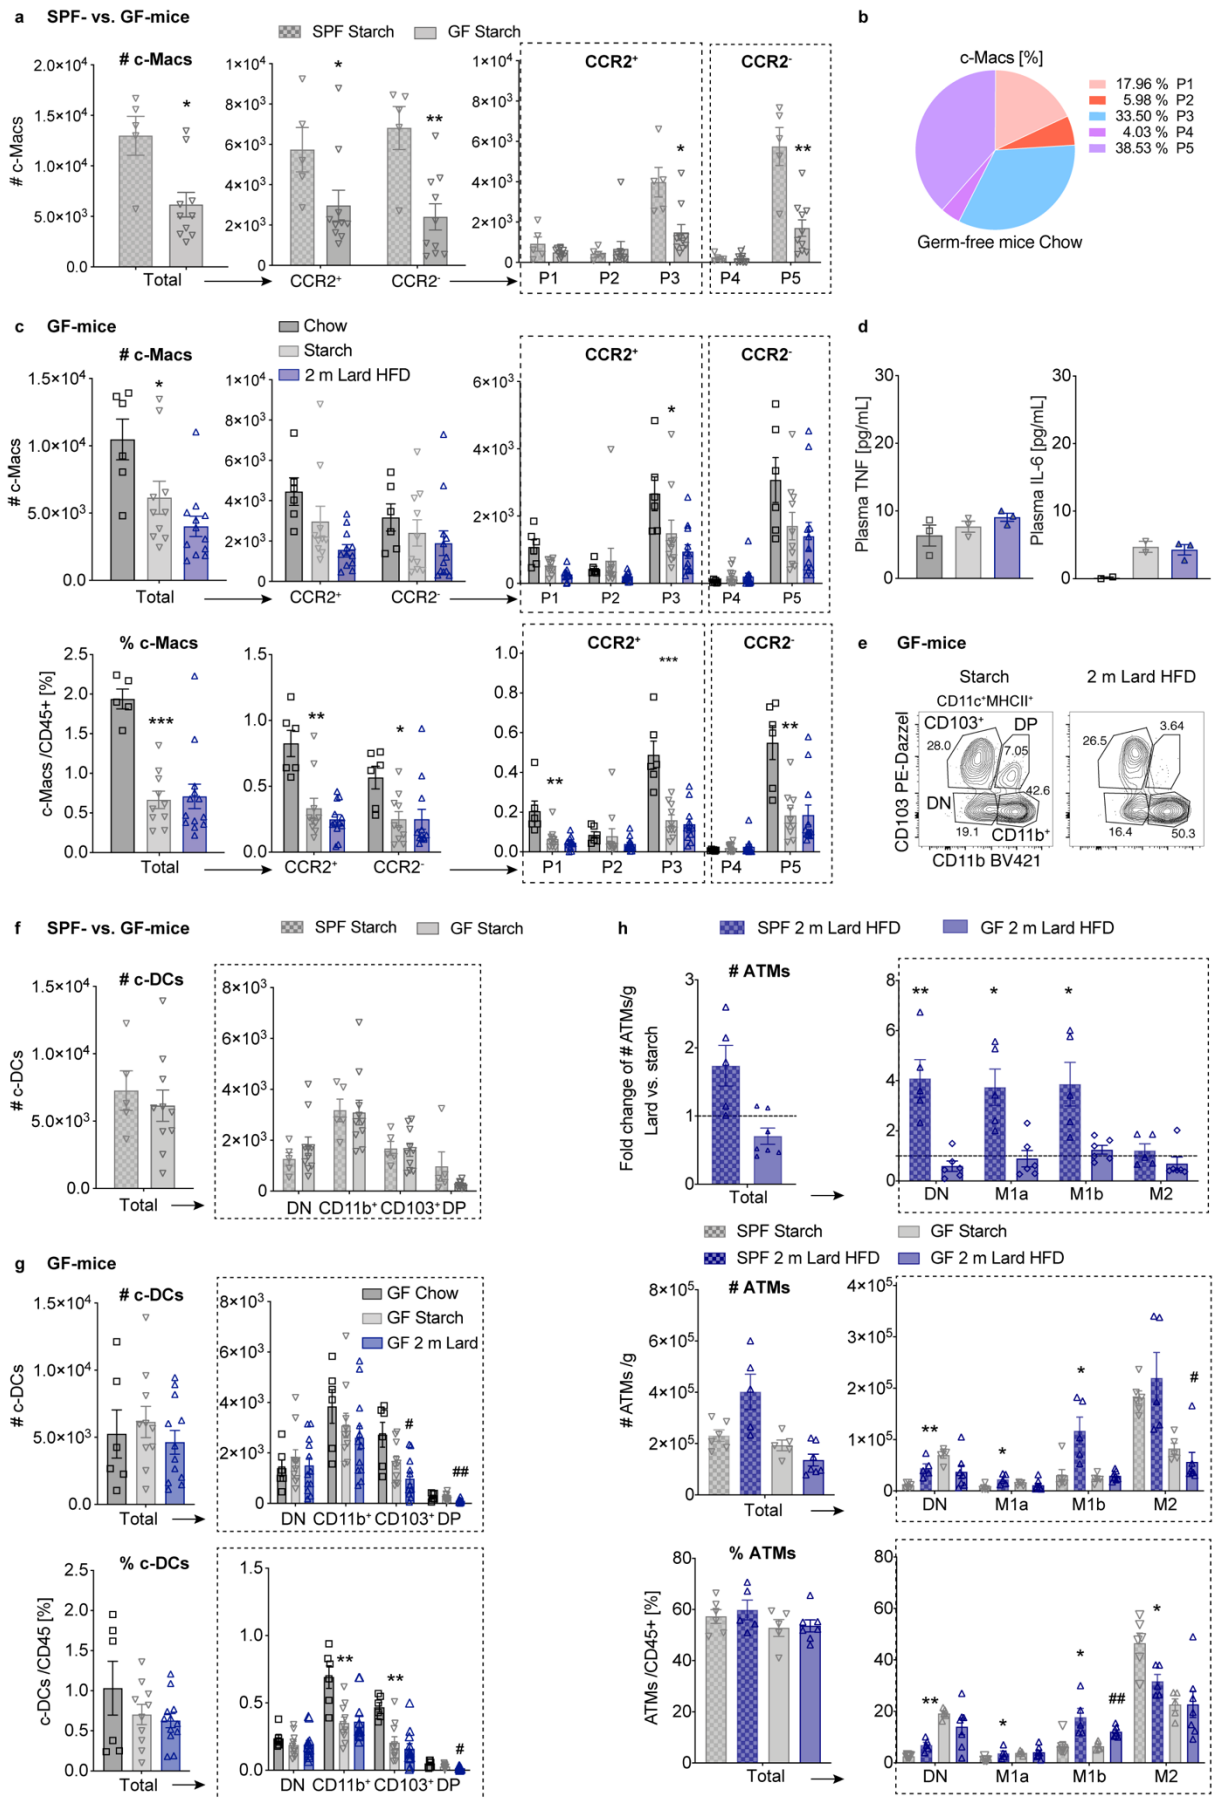

**Supplementary Fig. 4. Changes in intestinal and adipose tissue macrophages in relation to fiber content and gut microbiota.** Specific pathogen free (SPF) or germ-free (GF) mice were fed 2 months (2 m) lard-based HFD (blue triangles), or control diet (chow: black squares, starch: gray triangles): **a**, Absolute numbers (#) of colonic macrophages (c-Macs) in SPF- and GF-mice fed starch control diet. **b**, Distribution of P1-P5 c-Macs (**b**) in GF-mice fed chow (black n=6). **c,d** Absolute numbers (#) and frequency of c-Macs (**c**) as well as Plasma TNF and IL-6 (**d**) in GF-mice. **e**, Representative flow cytometry plot of colonic dendritic cells (c-DCs) in GF-mice. **f**, Absolute numbers of c-DCs in starch fed SPF-mice compared to GF-mice. **g**, Absolute numbers and frequency of c-DCs in GF-mice compared to chow or starch control diet. **h**, Fold change, absolute numbers per gram (#/g) and percentage of adipose tissue macrophages (ATMs) in HFD SPF- or GF-mice compared to their starch controls. Statistical data are expressed as mean±SEM. Data are a representative of one (**a,d,f,h** SPF in parallel to GF-mice) or 2-3 independent experiments (**b,c,g**), with each data point representing one individual mouse. **c,f**: Chow compared to starch fed GF-mice: \*p<0.05, \*\*p<0.01. Lard-based HFD vs. starch: #p<0.05, **h**: HFD SPF-mice vs. starch: \*p<0.05, \*\*p<0.01, \*\*\*p<0.001. HFD GF-mice vs. starch: #p<0.05, ##p<0.01, unpaired Mann-Whitney U test with two tailed distribution.

## 73 Supplementary Fig. 5

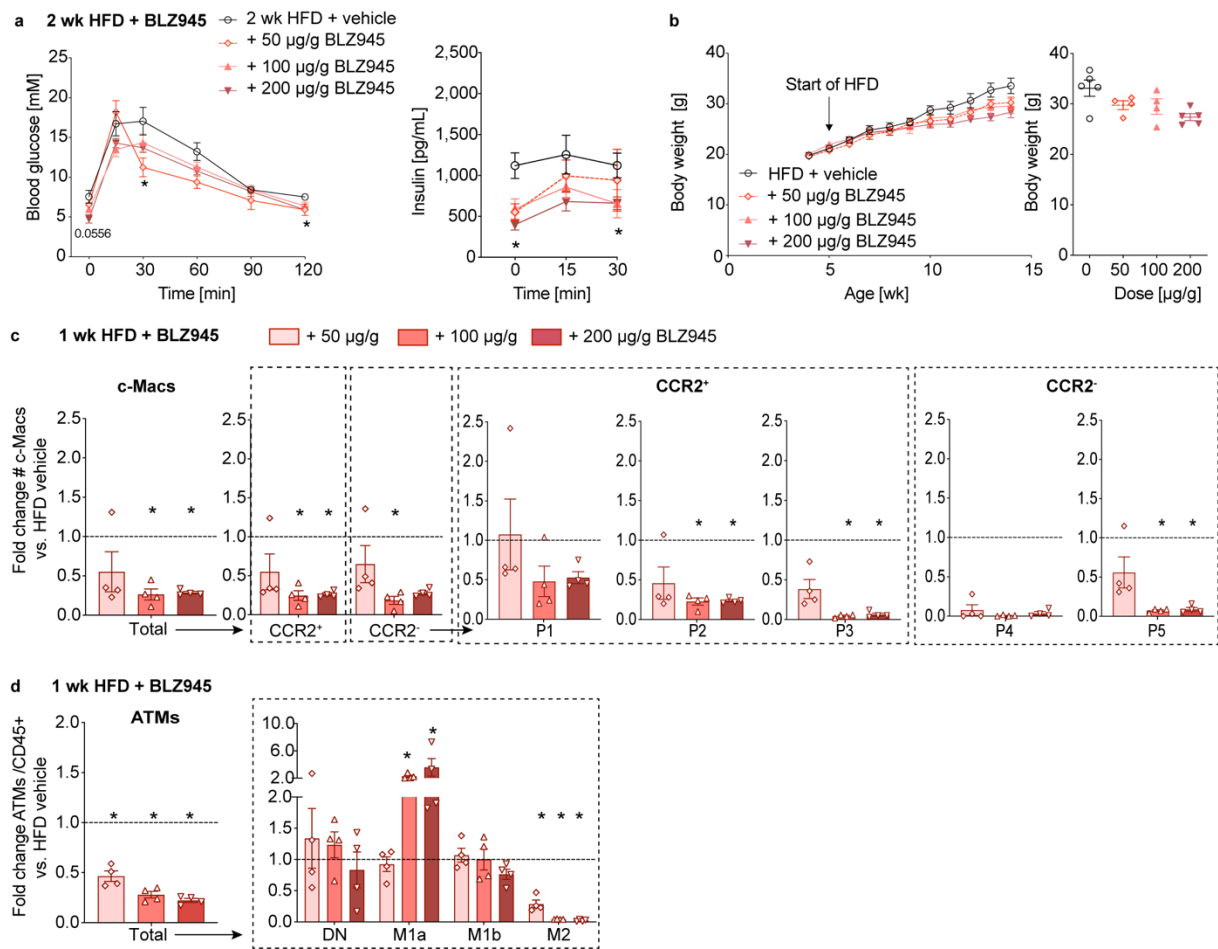

**Supplementary Fig. 5. Systemic pharmacological and genetic depletion of macrophages improves glycemic control.** Wild-type mice were fed 1-2 weeks (wk) coconut-based HFD and treated with the CSF1R inhibitor BLZ945 or vehicle (vehicle n=5: black circles, 50 μg/g n=4: light red rhombus, 100 μg/g n=4: light red triangles, 200 μg/g n=5: dark red triangles): **a**, Intraperitoneal glucose tolerance test (IPGTT), insulin after 2 wk HFD and 3 wk BLZ945 treatment. **b**, Body weight over 2 months of HFD and BLZ945 treatment. **c,d**, Fold change of colonic macrophages (c-Macs) (**c**) and adipose tissue macrophages (ATMs) (**d**) after 1 wk HFD and 2 wk oral BLZ945 treatment compared to vehicle treated mice. Statistical data are expressed as mean±SEM. Data are representative of one experiment, with each data point representing one individual mouse. \*p<0.05, \*\*p<0.01, unpaired Mann-Whitney U test with two tailed distribution.

87 **Supplementary Fig. 6**

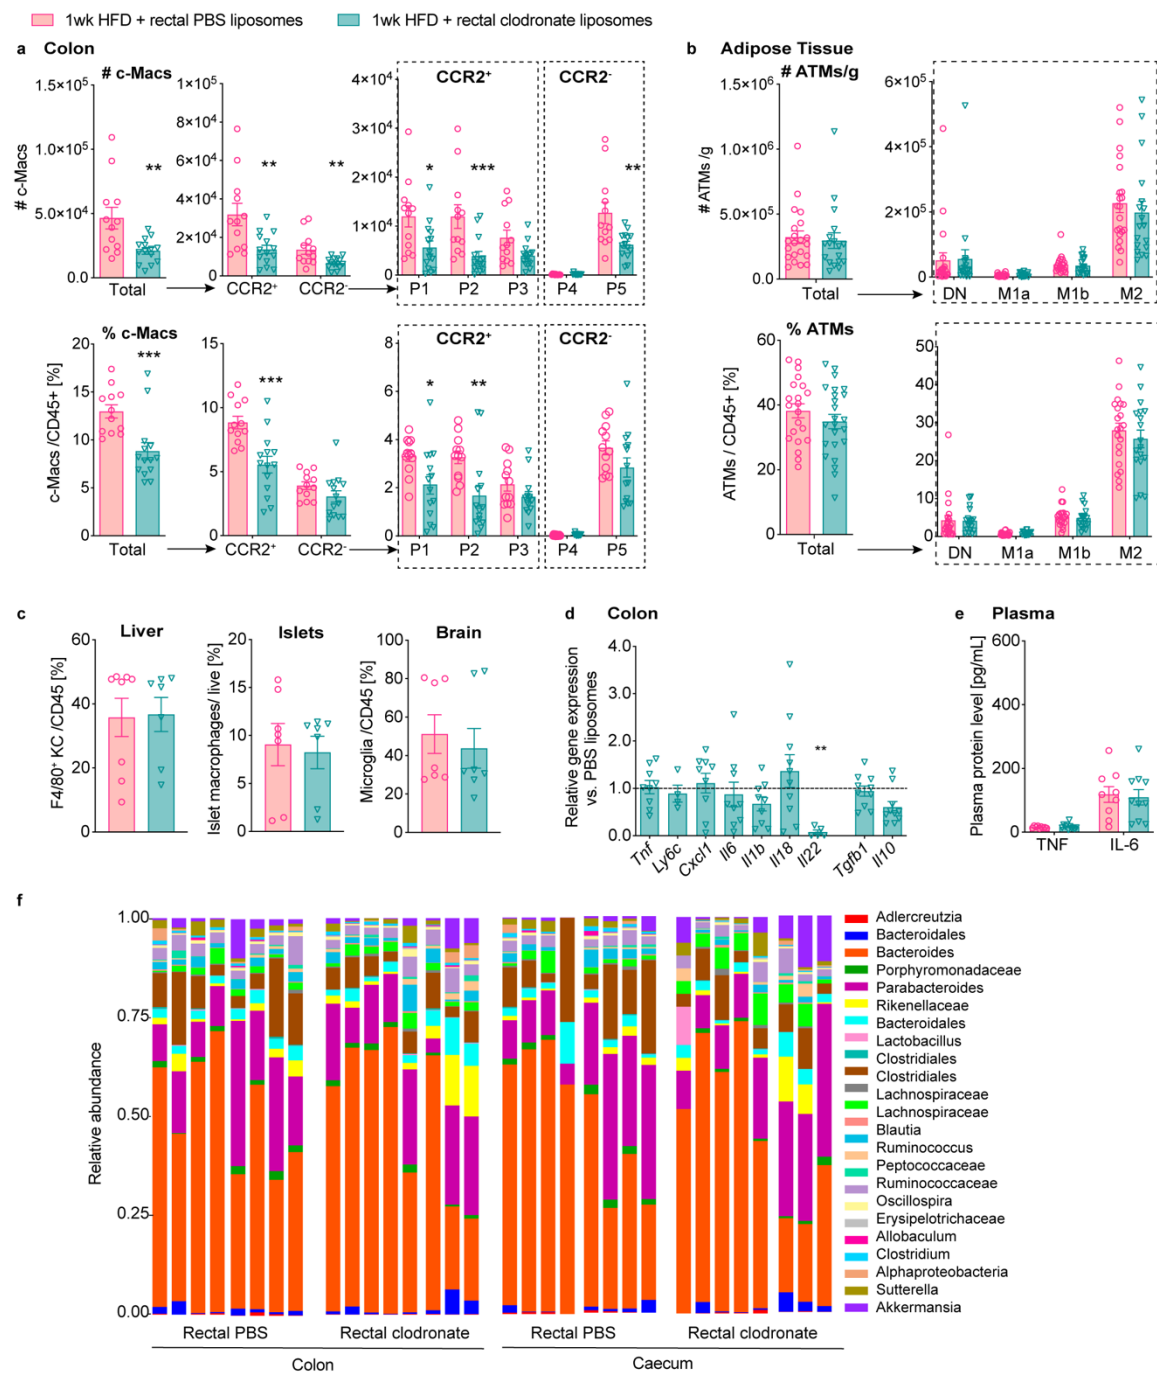

88

89

90 **Supplementary Fig. 6. Effect of intrarectal clodronate liposomes upon HFD feeding.** Wild-  
91 type mice were fed 1 week (wk) coconut-based HFD, and treated intrarectally with clodronate  
92 (turquoise triangles) or PBS liposomes (pink circles): **a**, Absolute numbers (#) and frequency  
93 of colonic macrophages (c-Macs) in the proximal colon. **b**, Absolute numbers per gram (#/g)  
94 and frequency of adipose tissue macrophages (ATMs). **c**, Frequency of Kupffer cells (KCs),  
95 islet macrophages, and microglia. **d**, Colon tissue gene expression of HFD mice treated  
96 intrarectally with clodronate liposomes relative to PBS controls. **e**, Plasma TNF and IL-6.  
97 **f**, Relative genus abundances of fecal microbiota (clodronate n=8, PBS n=8). Statistical data  
98 are expressed as mean±SEM. Data are a representative of tree (**a,b,e**), two (**c,d,f**) independent  
99 experiments, with each data point representing one individual mouse. \*p<0.05, \*\*p<0.01,  
100 \*\*\*p<0.001, unpaired Mann-Whitney U test with two tailed distribution.

101 **Supplementary Fig. 7**

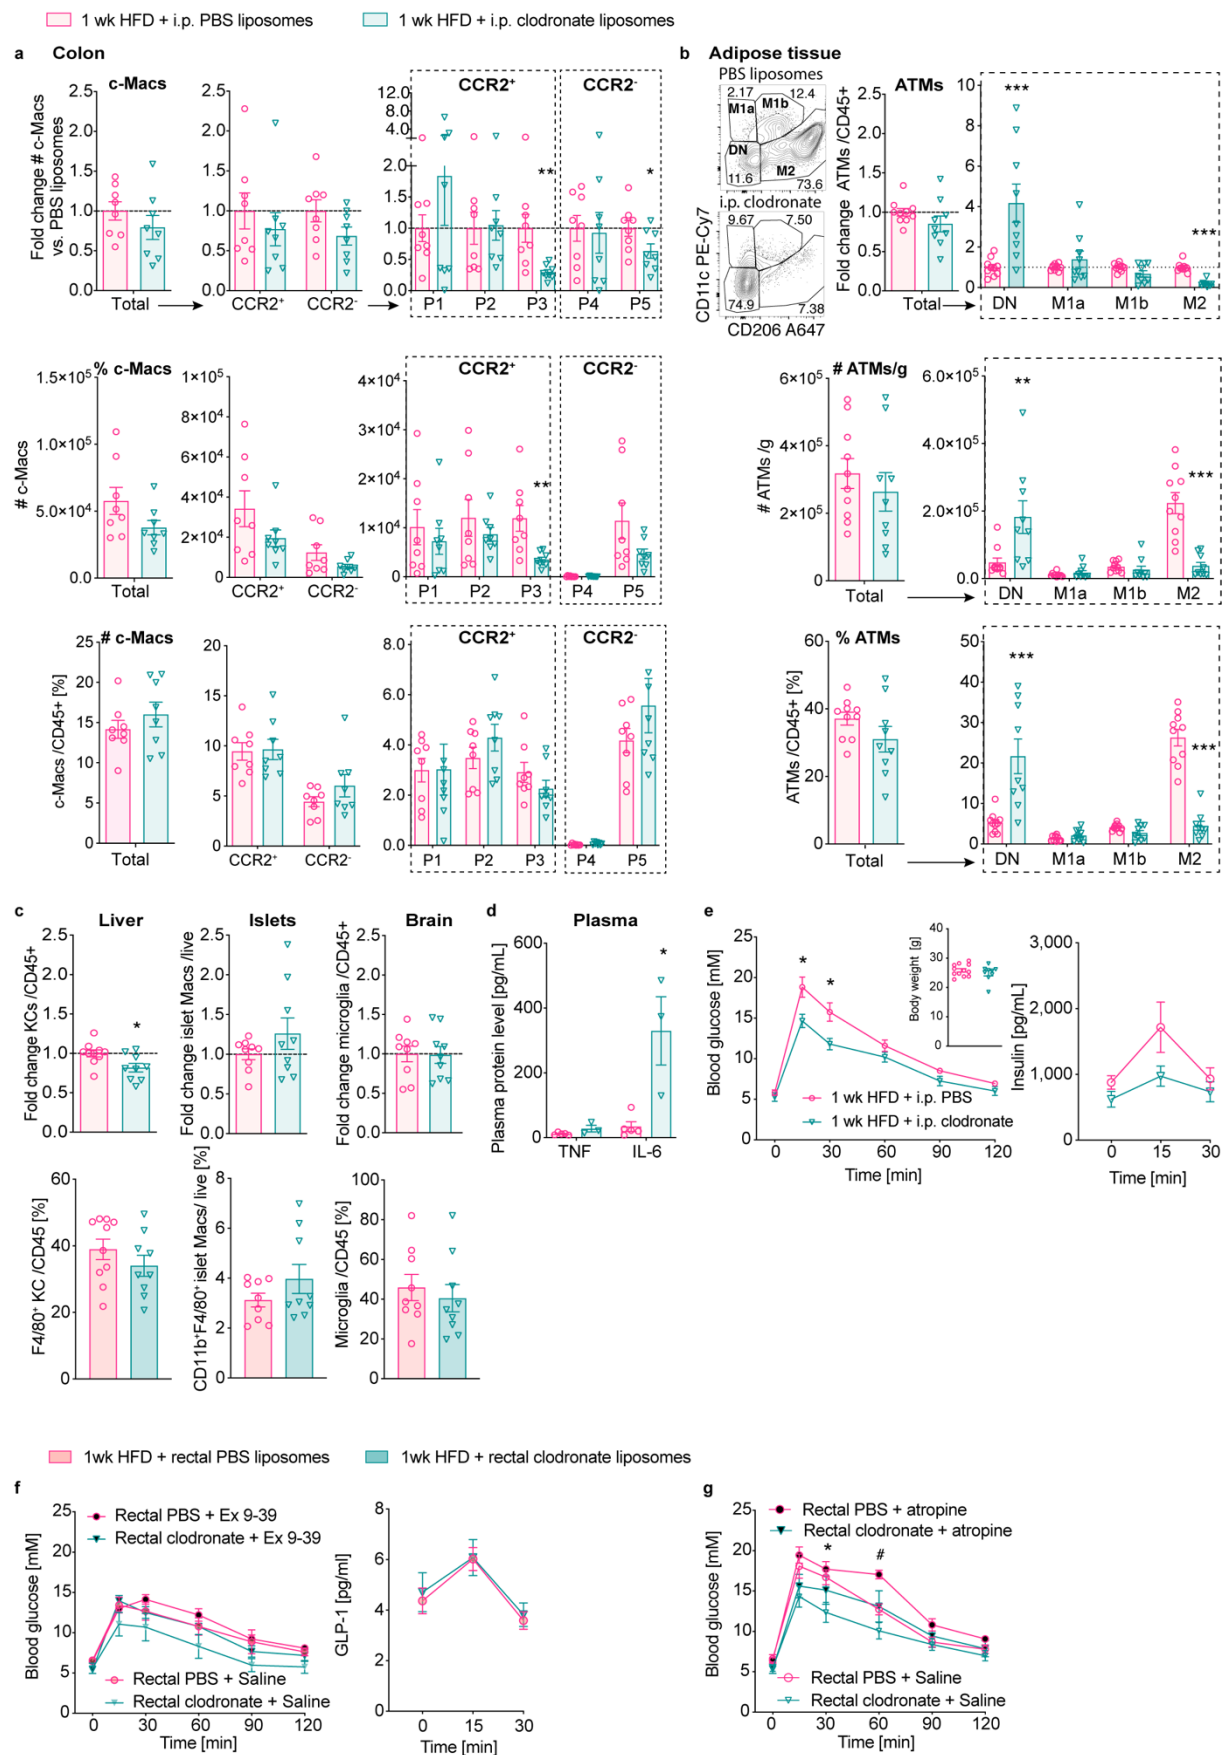

**Supplementary Fig. 7. Effect of intraperitoneal and rectal clodronate liposomes under HFD.** Wild-type mice were fed 1 week (wk) coconut-based HFD and intraperitoneally treated with clodronate (turquoise triangles) or PBS liposomes (pink circles): **a**, Fold change, absolute numbers (#) and frequencies of colonic macrophages (c-Macs) in the proximal colon. **b**, Representative flow cytometry plots and fold change, absolute numbers (#/g), and frequencies of adipose tissue macrophages (ATMs). **c**, Fold change and frequency of Kupffer cells (KCs), islet macrophages and microglia. **d**, Plasma TNF and IL-6. **e**, Intraperitoneal glucose tolerance test (IPGTT), body weight, and insulin (clodronate n=9, PBS liposomes n=10). Wild-type mice were fed 1 week (wk) coconut-based HFD and intrarectally treated with clodronate (turquoise) or PBS liposomes (pink): **f**, Oral GTT (OGTT) blocking GLP-1 action by exendin (9-39) (clodronate n=7, PBS liposomes n=8) compared to saline injected controls (clodronate n=5, PBS n=4) and GLP-1 secretion upon oral GTT. **g**, OGTT after atropine (clodronate n=7, PBS n=7) or saline (clodronate n=7, PBS n=6) injection. Statistical data are expressed as mean±SEM. Data are a representative of two (**a-c**) independent experiments and one (**d-g**) experiment, with each data point representing one individual mouse. \*p<0.05, \*\*p<0.01, unpaired Mann-Whitney U test with two tailed distribution.

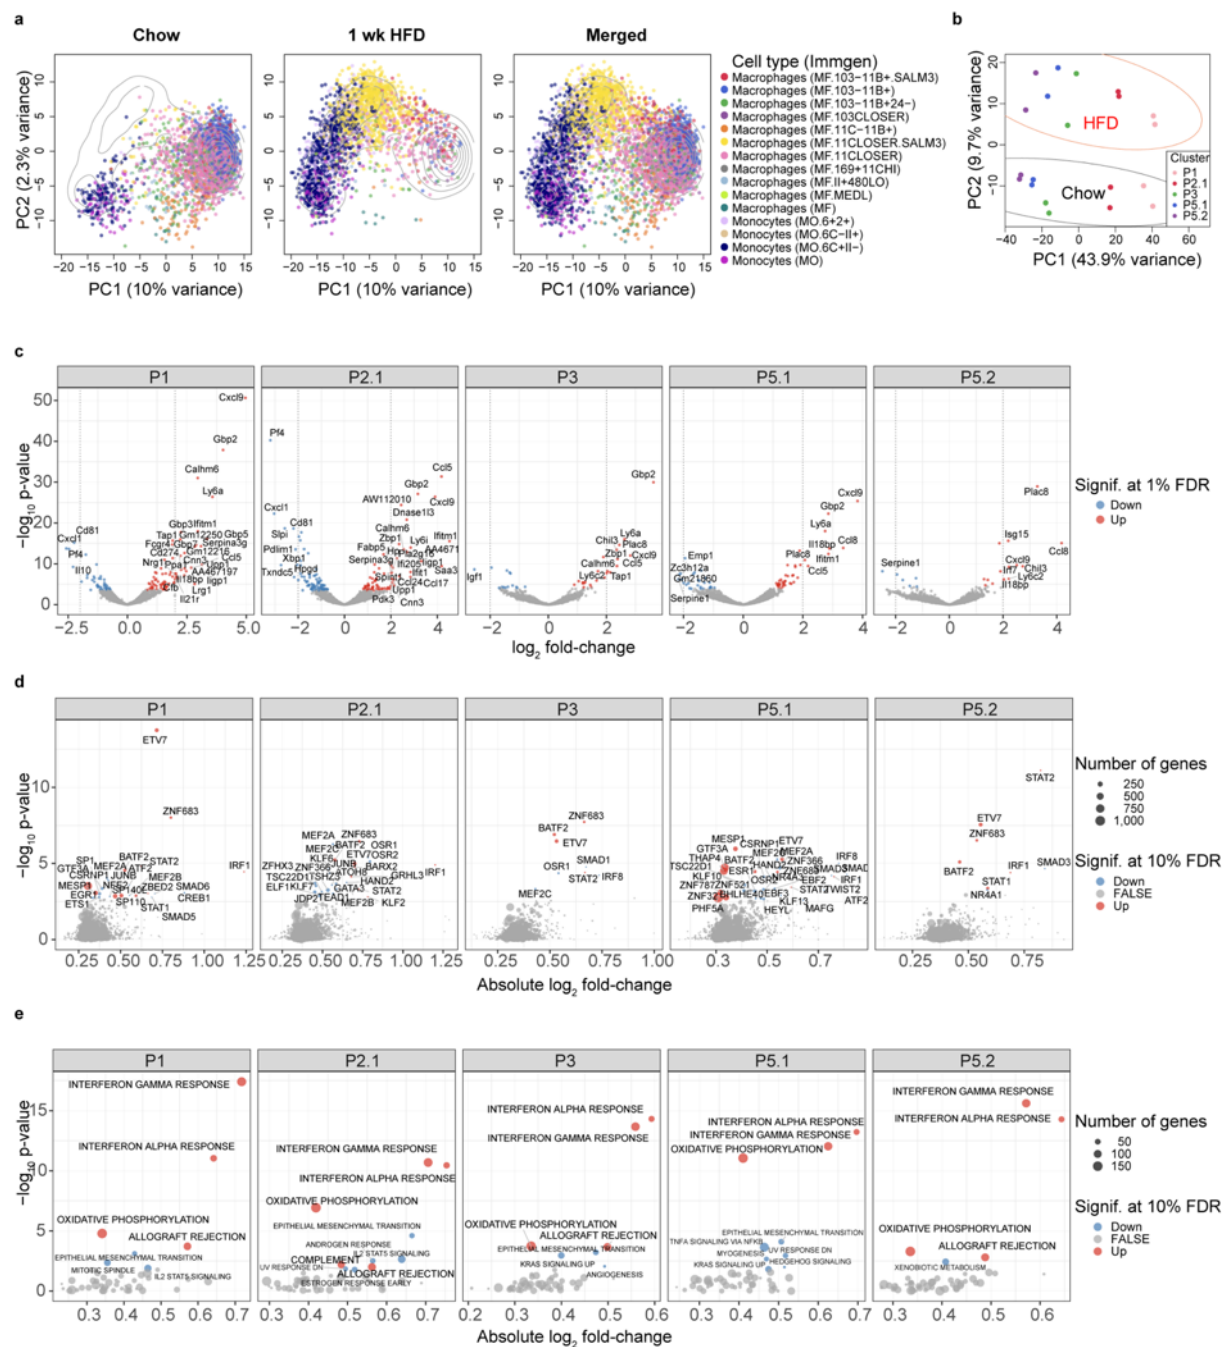

121

122

**Supplementary Fig. 8. Transcriptional profiling of colonic macrophages after HFD.**

Single cell RNA-seq in wild-type mice fed 1 week (wk) coconut-based HFD, or control diet:

**a**, Principal component analysis (PCA) of sorted colonic macrophages (c-Macs). One point represents one cell, colored by the annotated cell type using the ImmGen microarray reference (cell types with at least 10 cells annotated are shown). **b**, PCA of pseudo-bulk RNA-seq samples used for differential expression analysis between chow and HFD. One point represents one macrophage cluster per mouse. **c**, Volcano plots showing the differential expression between HFD and chow for each cluster. Up- (red) or down-regulated (blue) genes are shown when significant at 1% FDR threshold and absolute  $\log_2$  fold-change above 2. **d**, Up- (red) or down-regulated (blue) regulons after HFD compared to chow for each cluster (10% FDR threshold). **e**, Up- (red) or down-regulated (blue) MSigDB hallmark pathways after HFD compared to chow for each cluster (10% FDR threshold). Data are representative of two replicates (n=2 per group) (**a-e**) and point sizes reflect the number of genes included in each annotated pathway (**d-e**).

**Supplementary Fig. 9**

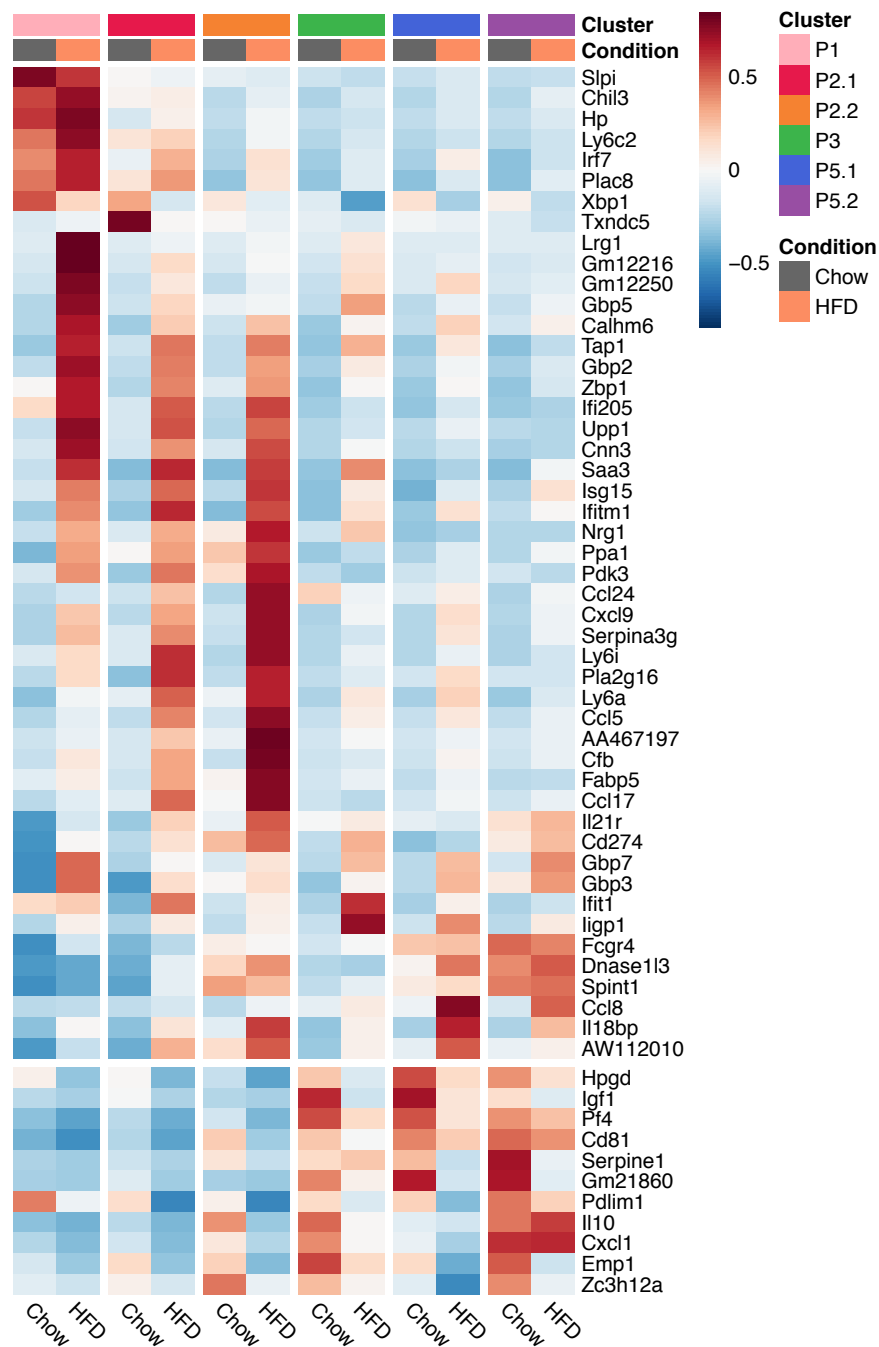

**Supplementary Fig. 9. Differential gene expression in colonic macrophages upon HFD.**

Average expression of genes differentially expressed in colonic macrophages of mice fed 1 week HFD (n=2) vs. chow (n=2). Differential expression testing was done per cluster (P1, P2.1, P3, P5.1 and P5.2), significant at a 1% FDR threshold and with absolute  $\log_2$  fold-change above 2. Genes overall up-regulated in HFD vs. chow are separated with a gap to those overall down-regulated.

165 **Supplementary Fig. 10**

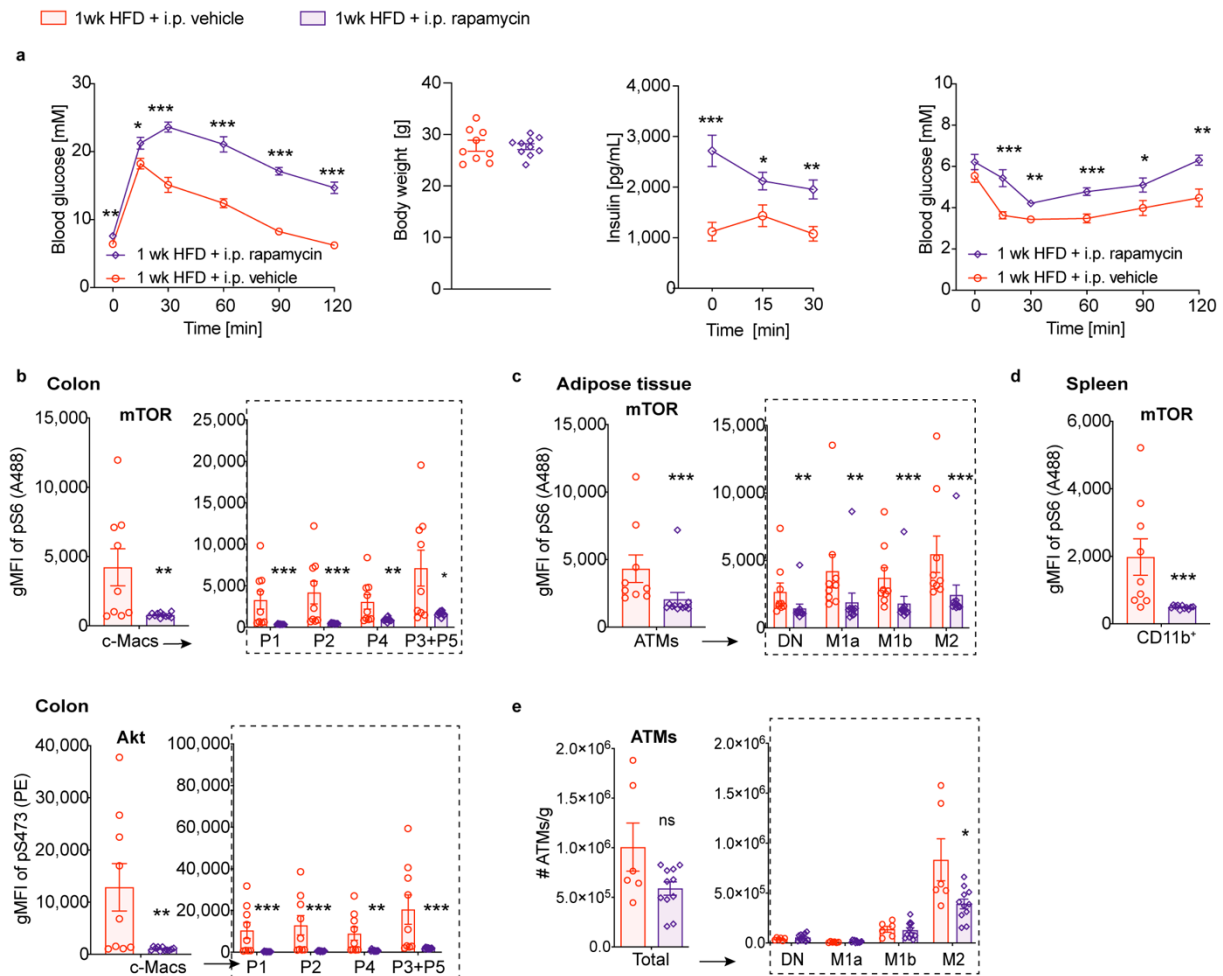

**Supplementary Fig. 10. The effect of intraperitoneal rapamycin under HFD.** Wild-type mice were fed 1 week (wk) coconut-based HFD and treated intraperitoneally with 3mg/kg rapamycin (purple rhombus) or vehicle (red circles): **a**, Intraperitoneal glucose tolerance test (IPGTT), body weight at IPGTT, insulin (rapamycin n=10, vehicle n=9), and insulin tolerance test (ITT: rapamycin n=9, vehicle n=9). **b**, Geometric mean fluorescent intensity (gMFI) of pS6 and pS473 in colonic macrophages (c-Macs). **c-e**, gMFI of pS6 in adipose tissue macrophages (ATMs) (**c**) and in splenic monocytes (**d**) and ATMs per gram (#ATMs/g) (**e**). Statistical data are expressed as mean±SEM. Data are a representative of one experiment, with each data point representing one individual mouse. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, unpaired Mann-Whitney U test with two tailed distribution.

178 **Supplementary Fig. 11**

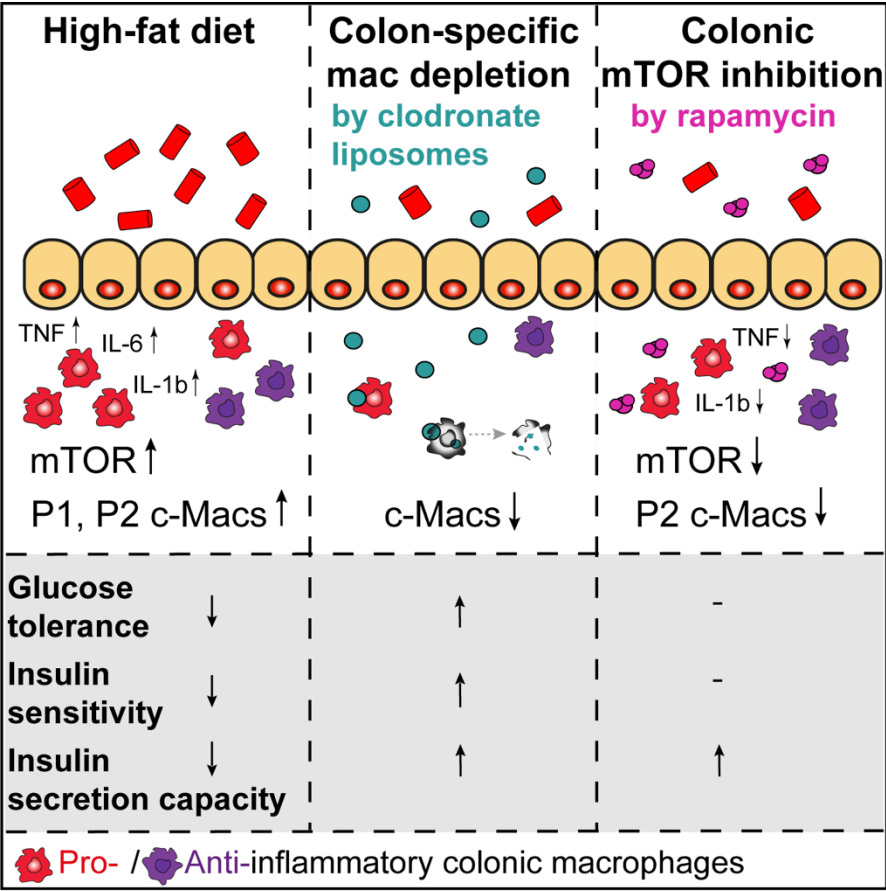

179

180 **Supplementary Fig. 11: Summary of models tested:** HFD leads to activation of mTOR and  
181 an increase in pro-inflammatory colonic macrophages, which is accompanied by glucose  
182 intolerance, reduced insulin sensitivity, and insulin secretion capacity. Colon-specific  
183 macrophage depletion by rectal clodronate liposomes improves glucose metabolism. Rectal  
184 rapamycin reduces mTOR activity and pro-inflammatory macrophages in the colon, resulting  
185 in a higher insulin secretion capacity.

186

## Supplementary tables with titles and legends

**Supplementary Table 1. Diet composition of control diets and HFD**

| Diet                                                         | Fat                                        | Protein | Carbohydrates                          | Fibers |
|--------------------------------------------------------------|--------------------------------------------|---------|----------------------------------------|--------|
| Coconut-based HFD                                            | 58 % Coconut fat (Coconut and soybean oil) | 16.4 %  | 25.5 % (Maltodextrin 10, Sucrose)      | 0.5 %  |
| Chow diet (control diet for coconut-based HFD)               | 4.5 % Crude fat                            | 18.5 %  | 35 % Starch                            | 4.5 %  |
| Lard-based HFD                                               | 60 % Lard fat (Lard and soybean oil)       | 20 %    | 20 % (Maltodextrin 10, Sucrose)        | 0 %    |
| Starch (control diet for lard-based HFD)                     | 10 % Lard fat (Lard and soybean oil)       | 20 %    | 70 % Starch (Maltodextrin 10, Sucrose) | 0 %    |
| Olive-oil based HFD                                          | 50 % Olive oil                             | 20.2%   | 22.3 % Sugar, 0.1% Starch              | 1.8 %  |
| Coconut-oil based HFD (control diet for olive oil-based HFD) | 50 % Coconut fat (Coconut and soybean oil) | 20.2%   | 22.3% Sugar, 0.1% Starch               | 1.8 %  |

Units in kcal%.

**Supplementary Table 2. Primers sequences used for quantitative RT-PCR**

| Gene                        | Forward Primer                  | Reverse Primer                |
|-----------------------------|---------------------------------|-------------------------------|
| <b>Housekeeping genes</b>   |                                 |                               |
| <i>B2m</i>                  | 5' TTCTGGTGCTTGTCTCACTGA        | 5' CAGTATGTTTCGGCTTCCCATTC    |
| <i>Ppia</i>                 | 5' GAGCTGTTTGCAGACAAAGTTC       | 5' CCCTGGCACATGAATCCTGG       |
| <b>Inflammation markers</b> |                                 |                               |
| <i>Tnf</i>                  | 5' ACTGAACTTCGGGGTGATCG         | 5' TGAGGGTCTGGGCCATAGAA       |
| <i>Il6</i>                  | 5' GGATACCACTCCCAACAGACCT       | 5' GCCATTGCACAACTCTTTTCTC     |
| <i>Il1b</i>                 | 5' GCAACTGTTCTGAACTCAACT        | 5' ATCTTTTGGGGTCCGTCAACT      |
| <i>Kc</i>                   | 5' CTGGGATTACCTCAAGAACATC       | 5' CAGGGTCAAGGCAAGCCTC        |
| <i>Il10</i>                 | 5' AGGCGCTGTCATCGATTTCTC        | 5' GCCTTGTAACACCTTGGTCTT      |
| <i>Il18</i>                 | 5'TCTTGCGTCAACTTCAAGGA          | 5'GTGAAGTCGGCCAAAGTTGT        |
| <i>Il22</i>                 | 5'TTG AGG TGT CCA ACT TCC AGC A | 5'AGC CGG ACG TCT GTG TTG TTA |
| <i>Tgfb1</i>                | 5'CTCTCCACCTGCAAGACCAT          | 5'CGAGCCTTAGTTTGGACAGG        |
| <b>Immune cells</b>         |                                 |                               |
| <i>Ly6c</i>                 | 5' GCAGTGCTACGAGTGCTATGG        | 5' ACTGACGGGTCTTTAGTTTCCTT    |
| <i>Cd68</i>                 | 5' GCAGCACAGTGGACATTCAT         | 5' AGAGAAACATGGCCC GAAGT      |
| <i>Emr1</i>                 | 5' GCC CAG GAGTGAATGTCAA        | 5' CAGACACTCATCAACATCTGCG     |

**Supplementary Table 3. Primers sequences used for 16S amplicon PCR**

|    |            |    |              |    |              |
|----|------------|----|--------------|----|--------------|
| 1  | CTAAGGTAAC | 33 | TTCTCATTGAAC | 65 | TCCTGGCACATC |
| 2  | TAAGGAGAAC | 34 | TCGCATCGTTC  | 66 | CCGCAATCATC  |
| 3  | AAGAGGATTC | 35 | TAAGCCATTGTC | 67 | TTCCTACCAGTC |
| 4  | TACCAAGATC | 36 | AAGGAATCGTC  | 68 | TCAAGAAGTTC  |
| 5  | CAGAAGGAAC | 37 | CTTGAGAATGTC | 69 | TTCAATTGGC   |
| 6  | CTGCAAGTTC | 38 | TGGAGGACGGAC | 70 | CCTACTGGTC   |
| 7  | TTCGTGATTC | 39 | TAACAATCGGC  | 71 | TGAGGCTCCGAC |
| 8  | TTCCGATAAC | 40 | CTGACATAATC  | 72 | CGAAGGCCACAC |
| 9  | TGAGCGGAAC | 41 | TTCCACTTCGC  | 73 | TCTGCCTGTC   |
| 10 | CTGACCGAAC | 42 | AGCACGAATC   | 74 | CGATCGGTTC   |
| 11 | TCCTCGAATC | 43 | CTTGACACCGC  | 75 | TCAGGAATAC   |
| 12 | TAGGTGGTTC | 44 | TTGGAGGCCAGC | 76 | CGGAAGAACCTC |
| 13 | TCTAACGGAC | 45 | TGGAGCTTCCTC | 77 | CGAAGCGATTC  |
| 14 | TTGGAGTGTC | 46 | TCAGTCCGAAC  | 78 | CAGCCAATTCTC |
| 15 | TCTAGAGGTC | 47 | TAAGGCAACCAC | 79 | CCTGGTTGTC   |
| 16 | TCTGGATGAC | 48 | TTCTAAGAGAC  | 80 | TCGAAGGCAGGC |
| 17 | TCTATTCGTC | 49 | TCCTAACATAAC | 81 | CCTGCCATTTCG |
| 18 | AGGCAATTGC | 50 | CGGACAATGGC  | 82 | TTGGCATCTC   |
| 19 | TTAGTCGGAC | 51 | TTGAGCCTATTC | 83 | CTAGGACATTC  |
| 20 | CAGATCCATC | 52 | CCGCATGGAAC  | 84 | CTTCCATAAC   |
| 21 | TCGCAATTAC | 53 | CTGGCAATCCTC | 85 | CCAGCCTCAAC  |
| 22 | TTCGAGACGC | 54 | CCGGAGAATCGC | 86 | CTTGGTTATTC  |
| 23 | TGCCACGAAC | 55 | TCCACCTCCTC  | 87 | TTGGCTGGAC   |
| 24 | AACCTCATTC | 56 | CAGCATTAATTC | 88 | CCGAACACTTC  |
| 25 | CCTGAGATAC | 57 | TCTGGCAACGGC | 89 | TCCTGAATCTC  |
| 26 | TTACAACCTC | 58 | TCCTAGAACAC  | 90 | CTAACCACGGC  |
| 27 | AACCATCCGC | 59 | TCCTTGATGTTC | 91 | CGGAAGGATGC  |
| 28 | ATCCGGAATC | 60 | TCTAGCTCTTC  | 92 | CTAGGAACCGC  |
| 29 | TCGACCACTC | 61 | TCACTCGGATC  | 93 | CTTGTCCAATC  |
| 30 | CGAGGTTATC | 62 | TTCCTGCTTCAC | 94 | TCCGACAAGC   |
| 31 | TCCAAGCTGC | 63 | CCTTAGAGTTC  | 95 | CGGACAGATC   |
| 32 | TCTTACACAC | 64 | CTGAGTTCCGAC | 96 | TTAAGCGGTC   |

# Supplementary material for: Targeting colonic macrophages improves glycemic control in high-fat diet-induced obesity
**Source:** Commun Biol. 2022 Apr 19;5:370. doi: 10.1038/s42003-022-03305-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Source data of main figures.

**File name:** Supplementary Data 2

**Description:** Key resources table.

# Supplementary material for: Targeting colonic macrophages improves glycemic control in high-fat diet-induced obesity
**Source:** Commun Biol. 2022 Apr 19;5:370. doi: 10.1038/s42003-022-03305-z
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                     |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | DB FACSDiva v 8.0.1. NextSeq Control Software (NCS, Illumina), NanoDrop, ViiA7 Real-Time PCR System (Thermo Fisher Scientific), Ion Personal Genome Machine System (ThermoFisher).<br>See more details in software and algorithms section in Extended Data Table 1 with references and website information.                                                                                         |
| Data analysis   | Microsoft Excel v16.35, GraphPad Prism v8.3.0, FlowJo v10.6.1, Fast QC tool v0.39.2, Kallisto v0.46.0, BUSStool v0.39.2, Ensembl release 97, Biodonductor 3.10 packages, DorbletUtils v1.6.1, scran v1.14.5, scater v1.14.5, R v3.6, Single R v1.0.0, edge R v3.28, QIME pipeline v1.8.0. Usearch61_ref v6.1.544, MaAsLin2, phyloseq. See more details in method section and Extended Data Table.1. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data availability statement is included in the manuscript, stating that sc-RNA-seq data are available in Gene Expression Omnibus (GEO), with the accession number GSE143351. Data sets generated during this study are available at <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE143351> by entering token unoveyewbnzypuj into the search box.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample size was not predetermined and no formal power calculations were performed.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Data exclusions | Data was not excluded from the study, except because of technical issues during experiment resulting in low quality results not meeting the quality criteria. For sc-RNA-seq. analysis based on the distributions observed across cells, cells with library sizes lower than 795, total number of features detected lower than 317, or with a fraction of UMI counts attributed to the mitochondrial genes of 0 % or higher than 7 % were filtered out. Low-abundance genes with average normalized log2 counts lower than 0.003 were filtered out. For differential expression testing Cluster P2.2 was excluded because it contained too few chow cells. To analyze 16 S data, samples with fewer than 1,000 reads were excluded. See details in method sections. |
| Replication     | Data of experiments were only considered in this study after method optimization and setting up a standard experimental procedure. The number of biological replicates is indicated in the figure legends, where each data point represents one individual mouse or subject. Only biological replicates are shown in this study, and no technical ones.                                                                                                                                                                                                                                                                                                                                                                                                             |
| Randomization   | Mice were randomized into different groups according to their starting weights.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Blinding        | NA                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------|
| Antibodies used | A complete list of used antibodies of this study is provided in Extended Data Table 1.                              |
| Validation      | FACS antibodies were titrated. After validation concentration with highest staining index were used for this study. |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                              |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Male C57BL/6N (Charles River Laboratories RRID:IMSR_CRL:027), male C57BL/6N (University of Basel RRID:IMSR_CRL:027), B6.129S4-Ccr2tm1Ifc/J (The Jackson Laboratory RRID:IMSR_JAX:004999), C57BL/6J mice (University of Basel and Bern RRID:IMSR_JAX:000664). |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                     |
| Field-collected samples | This study did not involve field-collected samples.                                                                                                                                                                                                          |
| Ethics oversight        | All animal procedures were approved by the local Animal Care and Use Committee and performed in accordance with Swiss Federal                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

|                           |                                                                                                                                                                                                                                                                                                    |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Described in detail in method section.                                                                                                                                                                                                                                                             |
| Instrument                | Flow cytometry analysis was performed with a BD LSRIIFortessa (BD) and sorting with BD FACS Aria III.                                                                                                                                                                                              |
| Software                  | BD FACSDiva (version 8.0.1), FlowJo (version 10.6.1)                                                                                                                                                                                                                                               |
| Cell population abundance | For single cell-RNA-sequencing (scRNA-seq) (liveCD45+Lin-CD11b+CD24- and CD64+ or Ly6C+) CD11b+nonDCs colonic macrophages (see gating strategy7 and Fig. 1a) were sorted from mice fed 1 week HFD (n=2) or chow diet (n=2) by using FACS Aria III (BD Biosciences). See details in method section. |
| Gating strategy           | See details in method section with links to figures showing gating strategy and references.                                                                                                                                                                                                        |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

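Single-cell RNA-sequencing counts of sorted colonic macrophages and monocytes from 2 chow-fed and 2 HFD-fed mice were analysed. The authors pseudo-aligned reads with Kallisto (version 0.46.0) and BUStools (version 0.39.2) to Ensembl release 97, removed cells with low library size, few features or a mitochondrial share outside their limits, removed genes of low abundance and cells not annotated as macrophages or monocytes, and deposited raw UMI counts without normalization. The mouse of each cell was read from the cell names. Of the 11820 genes, 11819 were matched by Ensembl identifier to the GENCODE M21 annotation of GRCm38, from which symbols and coordinates come.

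Cells were normalized with scran (version 1.30.0), 8 principal components were computed on the 6659 genes that entered, and Ward hierarchical clustering on Euclidean distances was divided into 6 clusters. A second clustering left out the 196 genes called between diets in any cluster of the first and used 6496 genes. Shares of cells come from the second clustering and differential expression from the first. Cluster numbers differ between both clusterings. Cluster names rest on markers fixed before the data were examined. A cluster whose leading genes went against a name kept its number. No reference-based annotation was made. Scrublet in scanpy (version 1.11.5) marked doublets, which were kept in the results and removed in an alternative.

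Counts were summed per mouse and cluster. Clusters with at least 20 cells in every mouse were tested with edgeR (version 4.0.16), TMM normalization and the quasi-likelihood test at an FDR of 1%. The study names edgeR's generalized linear model framework, and its text does not name the test within it, so the likelihood-ratio test was an alternative. The prior degrees of freedom of the quasi-likelihood test, which set how strongly the spread is shared between genes, were 13.1, 52.5, 10.4, 16.5 and 12.5 in the P1-like cluster, clusters 3 and 4 and the P5-like clusters 5 and 6, ranged down to 0.8301 in sums of 20 cells, and were infinite in several alternatives. Counts of genes are therefore given with more than 1 test. DESeq2 (version 1.42.0) was an alternative. Gene lists were tested with limma (version 3.58.1), and Reactome sets came from fgsea (version 1.28.0). The difference of the diet effect between classes was tested as an interaction with a term for each mouse.

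The genes named are every gene the text of the study names for this experiment, the markers of its Fig. 5c, and in each cluster the 3 largest rises and the 3 largest falls among genes past the threshold whose HFD mice both lay beyond both chow mice. The markers were at first left out of the comparison of diets by mistake and were added after other results had been seen. Etv7 could not be analysed here, because the GENCODE M21 annotation holds no gene of that name. Genes named outside this rule are marked where they appear.

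The principal components of the sums were first computed without the requirement of a UMI in 5% of cells, by mistake. The values given use the filter set before the data were examined, and the first ones are kept as an added alternative. The threshold of 20 cells, the tests, the lists and the alternatives were set before the data were examined. The alternatives added afterwards were a minimum of 10 cells, the quasi-likelihood test with adjusted degrees of freedom, 20 draws of equal depth, the components without the detection filter and the sets for released RNA without the genes that prompted the test.

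On simulated counts with 200 genes changed by 2 on the log2 scale, in 10 simulations, the quasi-likelihood test recovered 88.5% of the changed genes with the sums of the P1-like cluster (4327 genes), 84.6% in cluster 4 (5515 genes), 65.8% and 65.9% in P5-like clusters 5 (5138 genes) and 6 (4708 genes) and 32.4% in cluster 3 (3579 genes). With adjusted degrees of freedom it recovered 10.8% in cluster 3. Of the calls, 0.618% were false in the P1-like cluster and 1.05% in P5-like cluster 5. The interaction test recovered 43.7% (5345 genes). The simulations gave every gene the same dispersion, which real genes do not have.

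With 2 mice per diet no exact test can give a p under 0.33. The MSigDB hallmark sets, the DoRothEA regulons, the ImmGen reference and all flow cytometry of the study were not analysed here. The results of 1 gene covered by the naming rule are not reported here.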

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

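The tests of released RNA on sets without the genes that prompted them were chosen only after the result was seen. No group had the 4 mice that a search for outlying mice needs.

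The effect of HFD differed between P1-like and P5-like cells for 21 genes at an FDR of 1% (edgeR interaction with a term for each mouse, 5345 genes), of which 7 were more positive and 14 more negative in P1-like cells. With 81 cells in every sum 5 genes were called and without the filter on low counts 32, of which 4 and 19 were among the 21. With 1 mouse left out between 20 and 31 were called. The difference in log2 fold change, P1-like minus P5-like, was -2.53 for Plac8, -2.49 for Chil3, -2.21 for Ly6c2 and -1.98 for Irf7, with a more positive effect in P5-like cells (Ly6c2 had too few UMIs there to be tested on its own), and -2.27 for Cd81, -2.19 for Pf4, -1.71 for Cx3cr1 and -1.41 for Cxcl1, which fell more in P1-like cells.

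For Plac8 and Chil3, RNA released from monocytes, which made up more of the cells on HFD, is a candidate explanation. The 11 genes at least 10 times higher in P1-like than in P5-like cells had a median log2 fold change of 0.91 in P5-like cells, above the range of -0.16 to 0.24 that holds 95% of 10000 lists of matched level, and 10 of them rose. That set contains Plac8 and Chil3 themselves. Without them the median over the other 9 genes was 0.62, above a range of -0.21 to 0.26, and 8 of them rose, by a median of 6.29% of their rise over all cells, with quartiles of 4.64% and 9.16%. Plac8 rose by 7.96% and Chil3 by 6.29% of their rise over all cells. Cells that took up monocyte RNA, doublets and a true rise of these genes stay open.

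For Irf7 and the interferon-gamma-induced genes in P5-like cells, the same released RNA was tested on the list of 22 genes. Their rise was a median of 64.1% of the rise over all cells, above the 95th percentile of 12.0% for monocyte genes, and 21 of 22 genes lay above it, which argues against released monocyte RNA as the whole source. Irf7 itself stood at 32.3%. An effect of the diet on these cells stays open as a hypothesis, with only 2 mice per diet.

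For the resident genes that fell in P1-like cells, RNA released from resident macrophages cannot be told apart from other explanations. The 21 genes at least 10 times higher in P5-like cells had a median log2 fold change of -0.63 in P1-like cells, below the range of -0.21 to 0.21 of matched lists. That set contains Cd81, Pf4 and Cxcl1 themselves. Without them the median over the other 18 was -0.17, inside a range of -0.22 to 0.22, with 11 lower and 7 higher on HFD, so the fall of the set rested in part on the genes that prompted the test, and a set that left out genes because they fell excludes nothing. The explanation also required a similar percent of the fall over all cells, and over the 21 genes this ran from a lower quartile of -2.86% to an upper one of 6.73%, with 7 of 21 genes higher on HFD, H2-Ab1 among them at 0.34. Cd81 stood at 7.28%, Pf4 at 4.92%, Cxcl1 at 7.98% and Cx3cr1 at 42.4%. Of these calls in the P1-like cluster, Cxcl1 was lost without chow replicate 9 (-2.04) or chow replicate 11 (-1.99), Pf4 without chow replicate 11 (-2.35) and Cx3cr1 without chow replicate 9 (-1.87) or chow replicate 11 (-1.65). P1-like cells at another stage of maturation would also hold less of these genes, and this was not tested.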

How the results depend on the processing

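No paired analysis was possible because the chow and HFD mice share no replicate number. The minimum of 10 cells, the adjusted degrees of freedom, the 20 draws of equal depth and the components without the detection filter were chosen after the data were seen.

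The share of cells kept its direction in each class under each alternative in which the class was found, and with all genes kept cluster 6 was not. The differences, HFD minus chow in percentage points, that moved by more than the SD follow, under the cluster numbers of the second clustering. With all genes kept they were 38.1 (cluster 2), 14.4 (cluster 3) and -70.5 (P5-like). There, cluster 2 stands for clusters 2 and 3 of the first clustering together (30 and 8.06), and cluster 3 for its cluster 4. No class there stands for cluster 6, so the P5-like value does not cover the same cells as in the second clustering. With graph clustering they were 14.0 (P1-like), 32.2 (cluster 2), -63.7 (P5-like) and -6.12 (cluster 6). With 5 clusters they were -46.3 (P5-like) and -23.5 (cluster 6). All 44 alternatives of the cell-count test kept their call.

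The ratio of distances between diets, 1.93, was 2.82 with clusters built without diet-responsive genes and between 2.68 and 6.10 with a mouse left out. Leaving out a mouse leaves 1 pair within diets, so those ratios rest on another denominator. Without the detection filter PC1 carried 23.3% and PC2 15.6% of the variance.

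Counts of differentially expressed genes depended on the setting. In the order P1-like, cluster 3, cluster 4, P5-like cluster 5 and P5-like cluster 6 the main counts were 42, 76, 140, 10 and 15. They were 81, 174, 358, 18 and 31 at an FDR of 5%, and 95, 131, 304, 21 and 41 with the likelihood-ratio test. An absolute log2 fold change above 2 left 36 in cluster 3 and 34 in cluster 4. DESeq2 gave 31 in cluster 3, and the adjusted degrees of freedom 19. No filter on low counts gave 114, 141, 381, 42 and 1. Clusters built without diet-responsive genes gave 67 (P1-like), 53 (cluster 4) and 26 (P5-like cluster 6). With 5 clusters 115 were called in cluster 3, with 8 clusters 22 in cluster 4, and with graph clustering 14 in cluster 3, 10 in cluster 4 and 21 in P5-like cluster 5. With 20 cells per sum 7, 20, 5 and 2 were called in the first 4. With equal cells and UMIs the quasi-likelihood test called 0 in each, at prior degrees of freedom between 1.39 and 3.78. At full depth 601, 621, 1056, 442 and 439 genes had an unadjusted p under 0.05. With 1 mouse left out the counts ran from 9 to 53, from 10 to 132, from 4 to 222, from 7 to 31 and from 3 to 65. The lone mouse is then assumed to vary like the other group. The 74 genes of cluster 2 became 127 with the likelihood-ratio test, 43 with DESeq2, 1 with adjusted degrees of freedom, and 24 to 125 with a mouse left out (125 without chow replicate 9, 25 without HFD replicate 1 and 24 without HFD replicate 3).

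Over the named genes reported 1743 of the alternatives kept the call or its absence, 217 lost the call, 50 gained it and 2 reversed. Direction was compared only where a gene was called in the main or the alternative setting. A change of sign in a gene called in neither was not counted as a reversal. Cd209a in cluster 4 went to 6.87 with graph clustering, and Mmp12 in P5-like cluster 5 to 0.14 with clusters built without diet-responsive genes. The cause was not tested.

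The interaction called 5 genes with equal cells and 32 without the filter instead of 21. Over all cells 805 genes became 119 to 811 with a mouse left out.

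Among gene lists, adjusted p values under the alternatives that changed a call follow. The interferon-gamma, type I interferon and nuclear respiratory chain lists kept their call in all 5 clusters with every mouse left out, RLE factors, clusters built without diet-responsive genes and without the genes the study names. Camera with an estimated correlation lost every call, at 0.253 for the type I list and 0.245 for the other called lists in the P1-like cluster, 0.425 or 0.347 in cluster 3, 0.232, 0.113 or 0.115 in cluster 4, 0.369, 0.388 or 0.555 in P5-like cluster 5 and 0.261, 0.524 or 0.594 in P5-like cluster 6. In the P1-like cluster that setting called a list of 30 genes raised by 0.5 on the log2 scale in 0 of 10 simulations, so for rises of that size a loss there says little. Other clusters and larger rises, such as that of the interferon-gamma list, were not simulated. The simulated genes were drawn independently of each other, so the simulations do not show that 0.01 is right for genes that vary together. Reactome sets gave 0.112, 0.676, 0.569, 0.730 and 0.215 for the type I set in the order of clusters above, and 0.913 and 0.317 for the interferon-gamma set in clusters 3 and 4. Only 12 of 27 members of the type I set were matched to genes here, so its losses rest on few genes. Fry, which called the list in 6 of 10 of these simulations, lost the type I list in the P1-like cluster (0.136), the mitochondrially encoded genes in cluster 3 (0.143) and P5-like cluster 5 (0.356), the respiratory chain (0.207) and proteasome (0.252) in P5-like cluster 5, and in P5-like cluster 6 both interferon lists and the respiratory chain (0.167 each), cytosolic (0.459) and mitochondrial (0.378) ribosomal proteins and the proteasome (0.459). It gained glycolysis in the P1-like cluster (0.0885), cytosolic ribosomal proteins in cluster 3 (0.0980) and the citric acid cycle in P5-like cluster 5 (0.00177). Clusters built without diet-responsive genes lost the mitochondrially encoded genes in P5-like cluster 5 (0.387) and gained glycolysis (0.00974), cytosolic (0.000486) and mitochondrial (0.00695) ribosomal proteins there and glycolysis (0.00708) in P5-like cluster 6. With a mouse left out, cytosolic ribosomal proteins ranged from 0.0246 to 0.963 in the P1-like cluster, 0.0331 to 0.961 in cluster 3, 0.0386 to 0.98 in P5-like cluster 5 and 3.6e-07 to 0.12 in P5-like cluster 6, glycolysis from 0.0674 to 0.287 in cluster 3 and 0.0343 to 0.600 in P5-like cluster 6, mitochondrially encoded genes from 0.0631 to 0.720 in cluster 4 and 0.0386 to 0.517 in P5-like cluster 5, the proteasome from 0.00322 to 0.264 in P5-like cluster 5 and 0.00622 to 0.600 in P5-like cluster 6, and mitochondrial ribosomal proteins from 0.0159 to 0.295 in P5-like cluster 6.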

Differences from the paper's values

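In the principal components of the sums per mouse and cluster, PC1 carried 27.1% of the variance, and the paper's value is about 44% in Supplementary Fig. 8b, read by eye. Of the alternatives set before the data were examined, the 500 most variable genes gave 42.6%, and leaving out chow replicate 11, HFD replicate 1 or HFD replicate 3 gave 31.8%, 33.3% and 33.9%, all within 1.5 times of it. Clusters built without diet-responsive genes, at 21.9%, and leaving out chow replicate 9, at 25.2%, did not come within that range. PC2 carried 20.3%, and the paper's value is about 9.7% in Supplementary Fig. 8b, read by eye. No alternative came within 1.5 times of it, with a range from 15.6% to 24.1%. The clusters were rebuilt here and are not the clusters of the study.

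The paper names Ly6c2 among genes raised by HFD in its comparison per cluster. Of its 12 named genes 11 were called higher in at least 1 cluster, and Ly6c2 was not, with a log2 fold change of 0.32 in the P1-like cluster, 0.98 in cluster 3 and -1.07 in cluster 4. None of the alternatives run in these 3 clusters called it higher. In cluster 2, tested after the data were seen, Ly6c2 stood at 0.65 and was not called. Without the filter on low counts and without chow replicate 11 it was called lower in cluster 4, at -0.91 and -1.30. Over all cells of each mouse it was called higher, at 2.59.

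The paper places the most pronounced effects, by number of genes, in its P1 and P2 subpopulations. The counts here were 140 in cluster 4 (22 with 8 clusters, where a part with 2 chow cells was split off), 76 in cluster 3 and 42 in the P1-like cluster, above 10 and 15 in the P5-like clusters, an order that was lost without HFD replicate 1, where P5-like cluster 6 gave 65 and cluster 4 gave 4. No cluster was matched to P2. Of its markers, Ly6c2 stood at 2.98 times, Ccr2 at 1.86 times and H2-Ab1 at 0.78 times the level of other cells in cluster 2. H2-Ab1 reached 18310 CPM there, against 1861 CPM in the P1-like cluster. Its 0.78 times against all other cells therefore does not argue against P2. In clusters 3 and 4 Ly6c2 stood at 0.42 and 0.35 times, Ccr2 at 1.47 and 1.11 times and H2-Ab1 at 0.84 and 1.36 times. Cluster 2 was led by epithelial genes, although Krt8 had a UMI in few of its cells. It was tested only after the data were seen and gave 74 genes, above the P1-like cluster. Its count fell to 1 with adjusted degrees of freedom and also fell when either HFD mouse was left out, so this order was not stable.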

Other observations

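The tests on immunoglobulin RNA and the 20 draws of equal depth with both tests were chosen only after the result was seen. The other tests below were written down beforehand.

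With all 4 mice and the clusters used here, the number of differentially expressed genes was higher in the P1-like cluster and in clusters 3 and 4 than in the P5-like clusters, and the sums differed in depth. This order did not hold under every alternative. Without HFD replicate 1 the counts were 51, 19 and 4 against 31 and 65, without HFD replicate 3 clusters 3 and 4 gave 10 and 25 against 13 and 34, without chow replicate 9 the P1-like cluster gave 9 against 7 and 14, without chow replicate 11 it gave 20 against 22 and 3, and with graph clustering clusters 3 and 4 gave 14 and 10 against 21 and 10. With 20 cells per sum the counts were 7, 20 and 5 against 2 and 12. With the number of cells and UMIs behind each sum made equal, edgeR's quasi-likelihood test gave at most 0 genes in every cluster over 20 draws, with a median of 234.5 to 299.5 genes at an unadjusted p under 0.05, and decides nothing. With the likelihood-ratio test, clusters 3 and 4 both exceeded both P5-like clusters in 19 of 20 draws, which argues against depth as the whole source for them. For cluster 4 a shift between its parts stays open, since 22 genes were called with 8 clusters, where a part with 2 chow cells was split off. The P1-like cluster exceeded both P5-like clusters in 9 of 20 draws, so for it depth may be the source of the higher count. The draws share cells, since chow replicate 9 has 20 cells in cluster 3, and are not independent.

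The 4 mice can be divided into 2 and 2 in 3 ways. In the P1-like cluster the division by diet gave 42 genes and the other divisions 0 each with edgeR's quasi-likelihood test (601 against 107 and 67 genes at an unadjusted p under 0.05), so 1 of 3 divisions gave as many, and chance cannot be excluded with so few divisions. With the likelihood-ratio test the other divisions gave 0 and 1.

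Bias from GC content and transcript length was tested for the interferon-gamma-induced genes in the P1-like cluster. Their median log2 fold change by edgeR, which differs slightly from that of the model used for the gene lists, was 1.72, and 1.83 once a trend on both was removed, where the 95th percentile of 10000 random lists was 0.13, which argues against it.

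In P5-like cluster 6 Igha fell by 4.45 and Jchain by 4.09 on the log2 scale on HFD. RNA or cells of plasma cells mixed in is a candidate explanation. Of the immunoglobulin UMIs of the chow cells, 88.1% lay in the top 5% of cells, and 1 cell of chow replicate 11 held 3758, whereas the most in a cell was 7 in HFD replicate 1 and 5 in HFD replicate 3. Ighm, which the test required to fall too, stood at -0.09, so the source cannot be told apart. In P1-like cells immunoglobulin genes reached 508 and 509.1 CPM on chow and 318.1 and 340.3 CPM on HFD. In cluster 4 they reached 42530 and 19620 CPM on chow and 9290 and 3784 CPM on HFD. In cluster 2 they reached 485.2 and 38550 CPM on chow and 332.5 and 277.4 CPM on HFD. In P5-like cluster 5 the diets overlapped, with 520.5 and 736 CPM on chow and 559 and 431.7 CPM on HFD.

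Hspa1a, a heat-shock gene outside the naming rule and chosen after its values were seen, was lower on HFD in cluster 4 (log2 fold change -1.80, edgeR adjusted p = 3.3e-05) and was not called in the other 4 clusters, with -1.17 in P5-like cluster 5 (edgeR adjusted p = 0.014) and 0.54 in cluster 3. Stress during tissue digestion was tested with heat-shock and immediate-early genes. Of the 10 combinations of list and cluster, 6 had a median under the 2.5th percentile of random lists, both lists in cluster 4 among them (-0.61 and -0.81). This is consistent with a difference in stress during preparation, and a biological difference between diets stays open.

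The other genes with the largest changes past the threshold by edgeR's quasi-likelihood test were as follows. In the P1-like cluster Upp1 had 0 and 1 UMIs on chow and 97 and 50 on HFD. In cluster 3 Ccl24 and Usmg5 had 0 UMIs on chow and were at least 15.5-fold and 5.79-fold higher on HFD, with 3 counts over the group as the limit of a count of 0, and Hpgds, Mrc1 and Dab2 had log2 fold changes of -3.21, -3.18 and -3.14. In cluster 4 Spon1 had 0 UMIs on chow and was at least 12.7-fold higher by the same limit, AA467197 and Ccl24 rose by 5.55 and 4.71, and Hpgd, Cd209a and Fcrls stood at -3.03, -2.97 and -2.73. In P5-like cluster 5 Mmp12 stood at -2.06 and in P5-like cluster 6 Gdf15 at -2.04. Several of these calls were lost with 1 mouse left out: Upp1 without either chow mouse, Usmg5 without chow replicate 11, Mrc1 without chow replicate 9 (-1.71), HFD replicate 1 (-3.09) or HFD replicate 3 (-3.30), Hpgds without HFD replicate 1 (-2.80) or HFD replicate 3 (-3.78), Hpgd and Cd209a without HFD replicate 1 (-2.52 and -2.63), Fcrls without HFD replicate 1 (-2.48) or HFD replicate 3 (-3.17), Mmp12 without chow replicate 9 (-1.39) and Gdf15 without chow replicate 9 (-1.90) or chow replicate 11 (-2.17). Of the markers of Fig. 5c, Cx3cr1 was called lower in the P1-like cluster and in clusters 3 and 4 (-1.76, -2.03 and -1.86), and Ccr2 and Adgre1 were called lower in cluster 4 (-0.93 and -1.45). The call of Cx3cr1 was lost without chow replicate 9 (-1.87) or chow replicate 11 (-1.65) in the P1-like cluster, without chow replicate 11 (-1.74), HFD replicate 1 (-1.93) or HFD replicate 3 (-2.09) in cluster 3 and without HFD replicate 1 (-1.55) in cluster 4, and those of Ccr2 and Adgre1 in cluster 4 without HFD replicate 1 (-1.10 and -1.37) or HFD replicate 3 (-0.75 and -1.53). Fcgr1, the 3 C1q genes and H2-Eb1, H2-Aa and H2-Ab1 were called in none of the 5 clusters by this test, and Ly6c1 had too few UMIs to be tested. No explanation of these changes was tested beyond those above, and cells at another stage within a cluster stay open.

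Regulators named for the regulon analysis were looked at as mRNA only. In the P1-like cluster Irf1 rose by 2.21 on the log2 scale (edgeR adjusted p = 4.3e-05) and Stat2 by 0.48 (edgeR adjusted p = 0.668). Irf1 stood at 0.71 in cluster 3, 0.01 in cluster 4 and 1.50 in P5-like cluster 5, where it was not called (edgeR adjusted p of 0.633, 0.990 and 0.014), and at 1.75 in P5-like cluster 6 (edgeR adjusted p = 0.0081). Stat2 stood at 2.12 in cluster 3, 0.95 in cluster 4 and -0.60 in P5-like cluster 6 and was called in none of them. Irf8 was tested in no cluster. Irf8 had 1 UMI on chow and 5 on HFD in the P1-like cluster, 0 and 0 in cluster 3, and 3 and 8 in cluster 4. In P5-like cluster 5 it had 24 and 4, and in P5-like cluster 6 14 and 1. P5-like cluster 5 held 401 and 1018 cells in the chow mice and 67 and 35 in the HFD mice. These totals were not scaled for cells or depth and give no direction between diets. Over all cells of each mouse 805 of 4955 genes were called, 267 without HFD replicate 1 and 119 without HFD replicate 3, a comparison that mixes the shares of the clusters with expression.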
